# The *Drosophila* estrogen-related receptor promotes triglyceride storage within the larval fat body

**DOI:** 10.1016/j.jlr.2025.100815

**Published:** 2025-04-25

**Authors:** Tess D. Fasteen, Melody R. Hernandez, Robert A. Policastro, Maria C. Sterrett, Gabriel E. Zenter, Jason M. Tennessen

**Keywords:** *Drosophila melanogaster*, lipidomics, estrogen-related receptor, metabolism

## Abstract

The estrogen-related receptor (ERR) family of nuclear receptors serves key roles in coordinating triglyceride (TAG) accumulation with juvenile growth and development. In both insects and mammals, ERR activity promotes TAG storage during the postembryonic growth phase, with loss-of-function mutations in mouse *Esrra* and *Drosophila melanogaster dERR* inducing a lean phenotype. However, the role of insect ERRs in controlling TAG accumulation within adipose tissue remains poorly understood, as nearly all transcriptomic and metabolomic studies have relied on whole animal analyses. Here, we address this shortcoming by using tissue-specific approaches to examine the role of dERR in regulating lipid metabolism within the *Drosophila* larval fat body. We find that dERR autonomously promotes TAG accumulation within fat body cells and regulates expression of genes involved in glycolysis, β-oxidation, and isoprenoid metabolism. As an extension of these results, we not only discovered that *dERR* mutant fat bodies exhibit decreased expression of known dHNF4 target genes but also found that dHNF4 activity is decreased in *dERR* mutants. Overall, our findings indicate that dERR plays a multifaceted role in the larval fat body to coordinate lipid storage with carbohydrate metabolism and developmental growth.

Growth and development must be closely coordinated with metabolism to fulfill the differential energetic requirements of each life stage (1, 2). Among the key metabolites that dictate both growth rate and developmental progression are lipids, which serve in developmental signaling pathways, act as building blocks for membranes and other cellular structures, and function as energetic reservoirs that support major developmental events and ensure survival during bouts of stress and starvation (3, 4, 5, 6, 7). As a result, disruptions in lipid metabolism can significantly alter growth trajectories, adult lifespan, and reproductive capacity. For example, in humans, body fat percentage is more closely linked with the onset of mammalian puberty than chronological age (8, 9, 10). Similarly, maternal obesity disrupts metabolic cues during fetal development, resulting in altered hormone levels, decreased adipogenesis, induction of lipolysis, and precocious onset of puberty in the offspring (11, 12). Abnormal lipid metabolism, however, not only influences developmental progression but also results in increased risk of developing metabolic disorders later in life, including type 2 diabetes, heart disease, strokes, osteoarthritis, and other comorbidities (13, 14, 15). Thus, the molecular mechanisms that coordinate lipid metabolism with growth and development broadly influence animal health and disease progression.

The fruit fly *Drosophila melanogaster* has emerged as a powerful genetic system for studying the coordinate regulation of lipid metabolism and juvenile growth (16, 17, 18, 19). During the course of larval (juvenile) development, the fly accumulates large triglyceride (TAG) reserves that serve diverse and essential biosynthetic and energetic functions (16, 20, 21). Not only do these TAG stores buffer larval development against bouts of nutrient deprivation (22, 23), but larval fat tissue also persists throughout metamorphosis into the early adult stages, where TAG supports the energetic and biosynthetic requirements of newly eclosed adults (20, 24, 25). Moreover, TAG serves as a carbon sink during periods of nutrient excess, preventing sugar and lipid intermediates from accumulating to levels that induce metabolic disease phenotypes (26, 27).

The insect fat body is one of the key tissues responsible for coordinating insect TAG metabolism with larval growth and development. In its role as the functional equivalent of both mammalian liver and adipose tissue, the fat body monitors the systemic levels of lipids and other metabolites, controls the balance between macromolecular storage and interorgan metabolite transport, and produces secreted factors that regulate systemic growth (28, 29, 30, 31, 32). Considering that many of the nutrient sensors and signal transduction cascades that regulate metabolism within the larval fat body are highly conserved, this organ represents a powerful model for studying how metabolism, and lipid metabolism in particular, is regulated in the context of animal development.

Among the conserved factors that function within the fat body, dERR, the sole *Drosophila* ortholog of the estrogen-related receptor (ERR) family of nuclear receptors (NRs), stands out as a promising candidate for examining how lipid metabolism and developmental progression are coordinately regulated. Although insect ERRs primarily regulate genes involved in carbohydrate metabolism (33, 34, 35, 36), studies in both *D. melanogaster* and the mosquito *Aedes aegypti* demonstrate that loss of ERR activity results in a lean phenotype (34, 35, 36). Similarly, while mutant mice lacking ERRα exhibit relatively normal development, these animals are lean, exhibit defects in lipid uptake, and are resistant to diet-induced obesity (37, 38). Such findings not only indicate that the ERR family members play a central role in coordinating lipid metabolism with juvenile development but also position *D. melanogaster* as an ideal model for understanding how this NR family member functions within adipose tissue.

Despite the clear potential of studying dERR in adipose cells, previous studies encountered several obstacles that limit our understanding of this NR in fly TAG metabolism. Notably, dERR function has largely been analyzed using whole animal multiomic assays that potentially overlooked fat body–specific dERR functions (34, 35, 36). For example, studies of *Drosophila* larvae have previously shown that *dERR* mutants exhibit a global decrease in the expression of genes involved in glycolysis, the pentose phosphate pathway, and other aspects of carbohydrate metabolism (35). As a result, *dERR* mutants are unable to properly utilize dietary carbohydrates and die near the end of the second larval instar with elevated levels of circulating sugars and decreased TAG stores (35). This earlier study, however, failed to examine how loss of dERR activity influences gene expression or TAG accumulation specifically within the fat body. Similarly, while adult studies demonstrated that depletion of dERR transcripts using RNA interference (RNAi) in adult fat cells results in decreased TAG accumulation, the corresponding metabolomic and transcriptomic analyses of adult dERR function relied on whole animal extracts (36). Considering that a recent study of *Aedes aegypti* ERR fat body function found that this NR plays a broader role in regulating carbohydrate and lipid metabolism than previously described in other insects (34), additional studies of dERR in fat body cells are warranted. Here, we address this knowledge gap in the fruit fly by examining how dERR influences lipid metabolism specifically within the *Drosophila* larval fat body.

Using a combination of quantitative lipidomics and tissue-specific genetic manipulations, we demonstrate that dERR acts within the larval fat body to promote TAG storage. Not only does restoration of dERR expression in the fat body of *dERR* mutants rescue the previously described lean phenotype, but fat body-specific dERR-RNAi also reduced TAG accumulation within fat body cells. As a complement to these biochemical and genetic studies, we also used RNA-seq to quantify gene expression within fat bodies isolated from *dERR* mutants. This analysis revealed that *dERR* mutant fat bodies not only display a significant decrease in glycolytic gene expression but also show significant changes in the expression of genes involved in both lipid synthesis and lipid catabolism. Intriguingly, this RNA-seq dataset demonstrated that loss of dERR activity results in a significant downregulation of genes associated with fatty acid β-oxidation, a result that has not been previously observed in whole animal RNA-seq studies. Finally, we demonstrate that the NR dHNF4 displays decreased activity in *dERR* mutants. Considering that dHNF4 is a key regulator of fatty acid β-oxidation in fly larvae (39), our findings inform a model in which these highly conserved NRs function in the fat body to coordinately regulate aspects of lipid metabolism within the context of larval growth.

## Materials and Methods

### Drosophila husbandry and genetics

*Drosophila* stocks were maintained on Bloomington Stock Center medium at 25°C. *dERR* mutant larvae were generated by crossing *w*^*1118*^*; ERR*^*1*^*/TM3, P{w[+mC] = GAL4-twi.G}2.3, P{UAS-2xEGFP}AH2.3, Sb*^*1*^ *Ser*^*1*^ (RRID:BDSC_83688) virgin females with either *w*^*1118*^ males, *w*^*1118*^*; ERR*^*2*^*/TM3, P{Dfd-GMR-nvYFP}3, Sb*^*1*^ males (RRID:BDSC_83689), or *w*^*1118*^*; Df(3L)Exel6112, P{w[+mC] = XP-U}Exel6112/TM6B, Tb*^*1*^ (RRID:BDSC_7591). Offspring were collected on molasses plates covered with yeast paste as previously described (40). The resulting larvae were raised on the collection plates for 60 h at 25°C. L2 larvae of the genotypes *w*^*1118*^*; ERR*^*1/2*^ and *w*^*1118*^; and *ERR*^*1/+*^ were collected based on the absence of GFP and YFP expression. *UAS-transgene* expression was driven using *y*^*1*^ *w∗; P{w[+mC] = r4-GAL4}3* (RRID:BDSC_33832). Fat body–specific dERR rescue experiments were conducted using a previously described strain harboring a *UAS-dERR* transgene (35). RNAi experiments were conducted using *y*^*1*^ *v*^*1*^*; P{y + t7.7v[+t1.8] = TRiP.HMC03087}attP2 (RRID:BDSC_50686)*, which was generated by the *Drosophila* Transgenic RNAi Project (41). The strain *w*^*1118*^*; PBac{y[+mDint2] w[+mC] = ERR-GFP.FSTF}VK00037* (RRID:BDSC_38638) was used to examine dERR expression in the larval fat body. This strain harbors an integrated bacterial artificial chromosome that contains the *dERR* genomic locus with a GFP-StrepII-FLAG TAG inserted at the dERR C terminus (42). dHNF4-ligand-binding domain (LBD) activation experiments were conducted using the previously described *hs-GAL4-dHNF4* and *UAS-nlacZ* transgene (43). Flybase was used as a reference throughout the study (44).

### Immunofluorescence

Visualization of the dERR-GFP-StrepII-Flag protein was conducted by first dissecting larvae in 1x PBSand fixing for 30 min in 4% paraformaldehyde in 1x PBS at room temperature. Fixed tissues were then washed three times for 5 min each with PBS with 0.1% Triton X-100 (PT) and blocked for 30 min in PT with 5% normal goat serum (NGS-PT) at room temperature. Blocked tissues were incubated overnight at 4°C with Mouse anti-FLAG (# MA1-91878 Thermo Fisher Scientific) diluted 1:1000 in NGS-PT. Tissues were subsequently washed three times for 5 min each with PT and then incubated overnight with Alexa Fluor 488 Goat anti-Mouse secondary antibody (#A11029 Thermo Fisher Scientific) diluted 1:1000 in PT at 4°C. Tissues were then washed three times for 5 min each in PT and mounted in Vectashield with 4',6-diamidino-2-phenylindole (Vector Laboratories; H-1200-314 10). Stained tissues were visualized using a Leica SP8 Confocal.

dHNF4 staining was conducted by dissecting larvae in 1x PBS and fixing for 30 min in 4% paraformaldehyde in 1x PBS at room temperature. Fixed tissues were then washed three times for 5 min each with PT (PBS with 0.1% Triton X-100) and blocked for 30 min in NGS-PT (PT with 5% NGS) at room temperature. Blocked tissues were incubated overnight at 4°C with a previously described Guinea Pig anti-HNF4 (kindly provided by by Gilles Storelli, (39)) diluted 1:100 in NGS-PT. Tissues were subsequently washed three times for 5 min each with PT and then incubated overnight with DyLight 488 Goat anti-Guinea Pig secondary antibody (#SA5-10094 Invitrogen) diluted 1:1000 in PT at 4°C. Tissues were then washed three times for 5 min each in PT and mounted in Vectashield with 4',6-diamidino-2-phenylindole (Vector Laboratories; H-1200-314 10). Stained tissues were visualized using a Leica SP8 Confocal.

### Fat body staining

Nile red staining was conducted on L2 fat bodies as previously described (45). Briefly, dissected tissues were fixed with 4% paraformaldehyde in PBS for 30 min, washed with PBS + 0.05% Tween 20 (PBST) three times for 5 min each, and then incubated for 1 h at room temperature in a 1:1000 dilution of Nile Red stock (10 mg/ml in acetone) in 1X PBS. Tissues were washed three times for 5 min each in PBST, mounted in Vectashield (Vector Laboratories), and imaged on a Leica SP8 Confocal at 568 nm.

Solvent Black 3 (SB3) staining was conducted as described (46, 47). Fat bodies were fixed with 4% formaldehyde, rinsed twice with PBS, once with 50% ethanol, and then stained for 2 min at room temperature using filtered 0.5% SB3 (CAS Number 4197-25-5; Sigma 199664) dissolved in 75% ethanol. Samples were sequentially rinsed with 50% ethanol, 25% ethanol, and PBS. Stained tissues were mounted on a microscope slide with Vectashield (Vector Laboratories; H-1200-10) and visualized using an EVOS FL Auto from Life Technologies. Using ImageJ, an region of interest selection was made and then inverted (48). The measure function was then used to quantify stain intensity over the area of the selection.

### TAG, trehalose, and protein measurements

TAG, trehalose, and protein were quantified from larval extracts using previously described protocols (detailed step-by-step instructions can be found in (47). For all three assays, 25 mid-L2 larvae of the appropriate genotypes were then collected in 1.5 ml microfuge tubes and washed three times with pH 7.0 (PBS).

Samples collected for TAG quantification were subsequently homogenized in 100 μl of cold PBST, 10 μl of homogenate were set aside to quantify soluble protein, and the remaining 90 μl were heat-treated for 10 min at 70°C. The resulting homogenate was assayed for TAGs by treating with TAG reagent (Sigma T2449) at 37°C for 30 min, centrifuged to pellet insoluble debris, and 20 μl of clear supernatant was transferred to a clear 96-well plate. One hundred microliters of free glycerol reagent (Sigma F6428) was added to each well and the entire plate was incubated at 37°C for 5 min. Absorbance was then measured at 540 nm using a plate reader.

Samples for trehalose assays were homogenized in 100 μl cold trehalase buffer (5 mM Tris pH 6.6, 137 mM NaCl, 2.7 mM KCl), 10 μl of homogenate were set aside to quantify soluble protein, and the remaining 90 μl were heat-treated for 10 min at 70°C. The homogenate was centrifuged to remove insoluble material, and 30 μl of the clear supernatant was transferred into a new 1.5 ml microfuge tube. Thirty microliters of trehalase buffer + porcine trehalase (3 μl of trehalase [Sigma T8778-1UN]/1 ml of trehalase buffer) were added to each tube and the reaction was placed in a 37°C incubator for 24 h. Following a brief centrifugation, 30 μl of treated homogenated were transferred into a clear bottom 96-well plate and 100 μl of glucose oxidase reagent (Sigma; GAGO-20) were added to each well. Following a 1 h incubation at 37°C, 100 μl of 12 N H_2_SO_4_ was added to each well to terminate the reaction. The plate was then analyzed in a plate reader to measure absorbance at 540 nm.

A Bradford assay was used to quantify soluble protein levels in the 10 μl aliquot of homogenate set aside prior to the 70°C heat treatment (49).

### HNF4 LBD assays

Analysis was conducted using either *w*^*1118*^*; hs-GAL4-dHNF4 UAS-nlacZ; dERR*^*1*^ mutants, *w*^*1118*^*; hs-GAL4-dHNF4 UAS-nlacZ; dERR*^*1/+*^ heterozygous controls, or *w*^*1118*^*; UAS-nlacZ* negative control larvae. Tissues from mid-L2 larvae were dissected and fixed as described (43). Briefly, molasses-yeast plates containing mid-L2 larvae were heat-treated for 30 min at 37°C and then allowed to recover for 2 h at 25°C. Larvae were dissected in 1x PBS, fixed for 20 min in 4% PFA in 1x PBS at room temperature, and stained in 0.2% X-Gal staining solution for 2 h at 37°C. Following the staining period, tissues were washed three times for 5 min each in 1x PBS, mounted in a solution of 50% glycerol, and imaged immediately following mounting using an EVOS FL Auto from Life Technologies.

Using ImageJ (v1.53t), the color channels were split, and the red channel was used to make an region of interest selection. This selection was inverted and then a threshold was manually determined to visualize the stained area within the selection (48). The staining was then quantified using the measure function.

### Lipidomic analysis

#### Chemicals

LC/MS-grade solvents and mobile phase modifiers were obtained from Honeywell Burdick & Jackson, Morristown, NJ (acetonitrile, isopropanol, formic acid), Thermo Fisher Scientific, Waltham, MA (methyl *tert*-butyl ether [MTBE]) and Sigma-Aldrich/Fluka, St. Louis, MO (ammonium formate, ammonium acetate). Lipid standards were obtained from Avanti Polar Lipids, Alabaster, AL (EquiSPLASH LIPIDOMIX (330731)) and Cayman Chemical, Ann Arbor, MI, (Palmitic acid d-31 (16497)).

#### Sample preparation

Extraction of lipids was carried out using a biphasic solvent system of cold methanol, MTBE, PBS, and water as previously described with some modifications (50). In a randomized sequence, to each sample was added 225 μl MeOH with internal standards and 188 μl PBS. Samples were homogenized for 30 s, transferred to 13 × 100 mm screw-capped glass test tubes containing 750 μl MTBE, and then incubated on ice with occasional vortexing for 1 h. Following incubation, samples were centrifuged at 15,000 *g* for 10 min at 4°C. The organic (upper) layer was collected, and the aqueous (lower) layer was re-extracted with 1 ml of 10:3:2.5 (*v/v/v*) MTBE/MeOH/dd-H2O, briefly vortexed, incubated at room temperature, and centrifuged at 15,000 *g* for 10 min at 4°C. Upper phases were combined and evaporated to dryness under nitrogen. Lipid extracts were reconstituted in 800 μl of 4:1:1 (v/v/v) isopropanol/acetonitrile/water and transferred to LC-MS vials for analysis. Concurrently, a process blank sample was prepared and pooled quality control (QC) samples were prepared by taking equal volumes from each sample after final resuspension.

#### Mass spectrometry analysis of samples

Lipid extracts were separated on an Acquity UPLC CSH C18 column (2.1 × 100 mm; 1.7 μm) coupled to an Acquity UPLC CSH C18 VanGuard precolumn (5 × 2.1 mm; 1.7 μm) (Waters, Milford, MA) maintained at 65°C connected to an Agilent HiP 1290 Sampler, Agilent 1290 Infinity pump, and Agilent 6545 Accurate Mass Q-TOF dual AJS-ESI mass spectrometer (Agilent Technologies, Santa Clara, CA). Samples were analyzed in a randomized order in both positive and negative ionization modes in separate experiments acquiring with the scan range *m/z* 100–1700. For positive mode, the source gas temperature was set to 225°C, with a drying gas flow of 11 l/min, nebulizer pressure of 40 psig, sheath gas temp of 350°C, and sheath gas flow of 11 l/min. VCap voltage is set at 3500 V, nozzle voltage 500 V, fragmentor at 110 V, skimmer at 85 V, and octopole radio frequency peak at 750 V. For negative mode, the source gas temperature was set to 300°C, with a drying gas flow of 11 l/min, a nebulizer pressure of 30 psig, sheath gas temp of 350°C, and sheath gas flow 11 l/min. VCap voltage was set at 3500 V, nozzle voltage 75 V, fragmentor at 175 V, skimmer at 75 V, and octopole RF peak at 750 V. Mobile phase A consisted of ACN:H_2_O (60:40, *v/v*) in 10 mM ammonium formate and 0.1% formic acid, and mobile phase B consisted of IPA:ACN:H_2_O (90:9:1, *v/v/v*) in 10 mM ammonium formate and 0.1% formic acid. For negative mode analysis the modifiers were changed to 10 mM ammonium acetate. The chromatography gradient for both positive and negative modes started at 15% mobile phase B then increased to 30% B over 2.4 min, it then increased to 48% B from 2.4 to 3.0 min, then increased to 82% B from 3 to 13.2 min, then increased to 99% B from 13.2 to 13.8 min where it was held until 16.7 min, then returned to the initial conditions and equilibrated for 5 min. Flow was 0.4 ml/min throughout, with injection volumes of 1 μl for positive and 10 μl negative mode. MS/MS was conducted using iterative exclusion, with the same LC gradient at collision energies of 20 V and 27.5 V in positive and negative modes, respectively.

#### Analysis of mass spectrometry data

For data processing, Agilent MassHunter (MH) Workstation and software packages MH qualitative and MH quantitative were used. The pooled QC (n = 8) and process blank (n = 4) were injected throughout the sample queue to ensure the reliability of acquired lipidomics data. For lipid annotation, accurate mass and MS/MS matching was used with the Agilent Lipid Annotator library and LipidMatch (51). Results from the positive and negative ionization modes from Lipid Annotator were merged based on the class of lipid identified. Data exported from MH quantitative were evaluated using Excel, where initial lipid targets are parsed based on the following criteria. Only lipids with relative standard deviations less than 30% in QC samples are used for data analysis. Additionally, only lipids with background area under the curve counts in process blanks that are less than 30% of QC are used for data analysis. The parsed excel data tables are normalized based on the ratio to class-specific internal standards, then to tissue mass prior to statistical analysis.

#### Statistical analysis and data visualization

Multivariate analysis was performed using MetaboAnalyst 6.0 (52). Statistical models were created for the normalized data after logarithmic transformation (base 10) and Pareto scaling. Initial pass for the volcano plot used a fold change (FC) cut off of 1.5, adjusted *P* value cut off: 0.05, and multiple testing correction:false discovery rate.

### Sample preparation and RNA extraction for RNA-Seq

*dERR*^*1/+*^*and dERR*^*1/2*^ L2 larvae (66–68 h) were raised at 25°C on molasses plates covered with yeast. Larval stage was confirmed by spiracle morphology prior to dissection. Larvae were washed and dissected in 1x PBS in groups of 5 to ensure speed of dissection and preservation of RNA quality. A total of 15 larvae were dissected to make three sets of technical replicates per genotype. No. 5 Biology Grade Dumont INOX dissecting forceps were used to decapitate larvae and dissect the fat body from surrounding tissue. Complete RNA was extracted using RNeasy Plus Micro Kit (74,034, Qiagen) following manufacturer’s instructions. The fat body was quickly moved to a 1.7 ml Eppendorf tube with a small volume (50 ml) of the RNA lysis tissue Plus Buffer with beta-mercaptoethanol added. The tissue was homogenized in the solution with a sterile pestle while keeping the tube on ice. The homogenized samples were flash-frozen in liquid nitrogen and stored at −80°C until further processing. After removal of samples from the −80°C, an additional 300 ul of RNA lysis tissue Plus was added to the sample just before it completely thawed. Then, 350 ul of 70% ethanol was added and the combined 700 ul pipetted forcefully to mix. Immediately thereafter, the sample was transferred to an RNeasy MinElute spin column before proceeding with the rest of the manufacturer protocol (starting at RNAeasy kit step 5).

### RNA-seq data processing

RNA-seq processing scripts are included in supplemental Fig. S3 and all commands are run with default settings unless otherwise stated. FastQC (0.12.1) was used to assess read quality prior to further processing (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). The D. melanogaster BDGP6.46 hard-masked assembly (53) and v110 annotation (54) were downloaded from ENSEMBL, and malformed entries in the annotation file were corrected using AGAT (1.2.0) ‘agat convert sp gxf2gxf.pl’ (53). gffread (0.12.7) was used to create a transcript sequence file (54). The genome assembly was concatenated, followed by decoy-aware indexing with Salmon (1.10.2) (55). Salmon quantification was then performed with nondefault settings: ‘--seqBias --gcBias --posBias --softclip softclipOverhangs --numGibbsSamples 100’.

### RNA-seq downstream analysis

The downstream RNA-seq analysis scripts are included in supplemental Fig. S2 and all analyses were performed with R (4.3.2). Salmon transcript abundance estimates were aggregated to gene level and imported into R using tximport (1.30.0) (56). For QC, PCAtools (2.14.0, https://github.com/kevinblighe/PCAtools was utilized for principal component analysis, using DESeq2 (1.42.0, (57) `rlog()’-normalized counts with the design “∼ condition + source + condition:source’ and blind = FALSE, where “condition” is the ERR mutation status and “source” the tissue source type (i.e., whole body or fat body). For differential expression, genes were considered to have a significant interaction term, that is, their log2FC is significantly different depending on whether the tissue was from the whole body or fat body, if the false discovery rate <0.05. Separate contrasts were performed with a simplified design (“∼ condition_source” where “condition_source” is the concatenated “condition” and “source” factor levels) to compare whole body or fat body ERR mutant versus controls, and apeglm (1.24.0, (58) was used for log FC shrinkage as well as testing against |log2FC| > 1, with significant genes having an s-value < 0.005. An additional analysis was performed where only genes that were both differentially expressed (s-value < 0.005) and with a significant interaction term (false discovery rate < 0.05) were considered. Volcano and bar plots were generated with ggplot2 (3.4.4), euler plots with eulerr (7.0.0, (59), and heat maps with ComplexHeatmap (2.18.0, (60). The `fora()’ function from fgsea (1.28.0, (61) was used to perform hypergeometric enrichment analysis using the following gene sets pulled from Molecular Signatures Database (MSigDB, (62) via the msigdbr (7.5.1, (63) library: hallmark gene sets, chemical and genetic perturbations, reactome pathways, gene ontology (GO) molecular function and biological process, and human phenotype ontology. Enrichment plots were generated using ggplot2.

### GO analysis using PANGEA

RNAseq data were analyzed using PANGEA (64). Genes that were significantly downregulated or upregulated were analyzed for GO Enrichment using the SLIM2 GO BP and FlyBase signaling pathway (experimental evidence) sets (65).

## Results

### Lipidomic analysis of *dERR* mutants reveals significant reduction of TAG levels

To determine how dERR promotes larval lipid accumulation, we first used a quantitative lipidomics approach to measure the concentration of 537 lipid species in both *dERR*^*1/2*^ mutants and *dERR*^*1/+*^ heterozygous controls (supplemental Table S1). Principal component and differential expression analyses of the resulting datasets revealed significant differences between control and mutant larvae (supplemental Fig. S1A), with a total of 17 lipid species significantly changing in abundance (log2 FC ≥ 1; adjusted *P* < 0.05; Fig. 1A, supplemental Table S2). Among these lipids, the most significantly altered species are TAGs (Fig. 1A, B), with six individual TAG molecules meeting or exceeding the cutoff threshold. Five of these six lipids rank among the most abundant TAG species present within larvae (Table 1), and subsequent analyses revealed that nine of the 25 most abundant TAGs are significantly decreased in *dERR* mutants relative to heterozygous controls. Notably, the two TAGs with the highest concentration in control larvae, TG_16:0_16:1_18:1 and TG_14:0_16:1_18:1, are decreased ∼40% in mutant larvae relative to the controls (Table 1, Fig. 1B, C; q < 0.01). Consistent with these findings, we observed similar changes using a biochemical assay, which revealed that *dERR*^*1/2*^ and *dERR*^*1*^*/Df* mutant larvae exhibit a 50–60% decrease in TAG levels when compared with *dERR*^*1/+*^ heterozygous control larvae (supplemental Fig. S2). We would also note that the decreased TAG levels measured in both the lipidomic and biochemical analyses are comparable to the decreases observed in previous studies (35). Together, our findings confirm that loss of dERR activity results in a significant decrease of TAG stores.

**Fig. 1:**
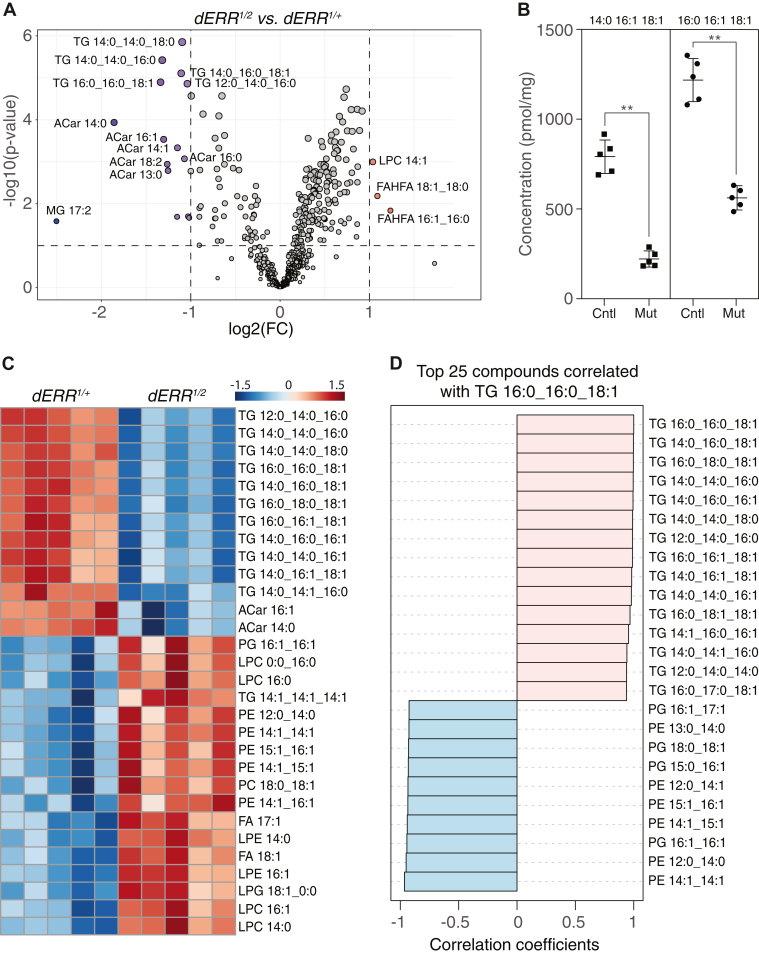
Quantitative lipidomic analysis of *dERR* mutant larvae. *dERR*^*1/2*^ mutant larvae and *dERR*^*1/+*^ controls were analyzed using a quantitative lipidomic approach that measured the concentration of 537 lipid species. A: Differences in lipid abundance between the mutant and control groups are represented with a volcano plot. Dashed vertical line represents a log2 fold change (FC) of 2, and dashed horizontal line represents *P* = 0.1. B: Abundance of the triglycerides 16:0_16:1_18:1 and 14:0_16:1_18:1 in *dERR* mutant larvae (Mut) as compared to controls (Cntl). ∗∗*P* < 0.01. *P-*value calculated using a Kolmogorov-Smirnov test. All panels were generated using Metaboanalyst 6.0. C: The top 30 significantly altered lipid species between mutant and control larvae are represented in a heat map and ordered based on *P* value calculated using a two sample *t* test. D: The top 25 compounds correlated with TAG 16:0_16:0_18:1. n = 5 biological replicates for each genotype and each replicate consists of 20 mid-L2 larvae.

**Table 1:** Quantification of the 25 most abundant TAG species in *dERR^1/2^* mutants and *dERR^1/+^* controls.

TAG Species	Control (pmol/mg; n = 6)	SD	Mutant (pmol/mg; n = 5)	SD	Mutant/Control	q value
**TG 16:0_16:1_18:1**	**1276.17**	**153.86**	**766.45**	**80.51**	**0.60**	**0.003**
**TG 14:0_16:1_18:1**	**1271.18**	**167.92**	**791.70**	**93.22**	**0.62**	**0.004**
TG 14:1_16:0_16:1	903.09	153.44	615.62	75.85	0.68	0.017
**TG 14:0_16:0_18:1**	**856.73**	**138.95**	**375.05**	**52.73**	**0.44**	**0.003**
TG 16:1_16:1_18:1	754.70	122.51	584.03	59.68	0.77	0.047
TG 16:1_16:1_16:1	749.06	154.24	617.12	81.21	0.82	0.162
**TG 14:0_16:0_16:1**	**626.57**	**125.78**	**319.09**	**46.52**	**0.51**	**0.007**
**TG 16:0_16:0_18:1**	**611.16**	**132.51**	**222.00**	**44.85**	**0.36**	**0.004**
TG 14:0_14:1_18:1	583.09	89.84	462.89	38.80	0.79	0.049
TG 14:0_14:0_16:1	527.24	109.46	293.65	43.97	0.56	0.012
TG 16:0_18:1_18:1	521.43	108.87	312.75	53.73	0.60	0.016
TG 14:0_14:1_16:1	470.38	68.11	419.75	37.19	0.89	0.204
TG 14:1_16:0_18:1	432.21	62.46	338.10	23.23	0.78	0.035
TG 14:1_16:1_16:1	377.32	58.61	415.20	42.87	1.10	0.275
TG 14:1_16:1_18:1	360.67	73.12	329.20	16.81	0.91	0.369
TG 12:0_14:0_16:1	347.04	59.99	261.09	41.79	0.75	0.049
TG 16:1_18:1_18:1	346.07	50.81	273.06	23.59	0.79	0.042
TG 14:0_14:0_14:1	304.94	42.90	239.22	20.98	0.78	0.035
TG 12:0_14:1_16:1	297.68	27.90	325.17	38.30	1.09	0.264
**TG 12:0_14:0_16:0**	**242.52**	**58.48**	**106.91**	**15.77**	**0.44**	**0.011**
**TG 16:0_18:0_18:1**	**239.02**	**44.79**	**111.52**	**18.69**	**0.47**	**0.004**
TG 14:0_14:1_14:1	223.19	26.35	248.52	18.69	1.11	0.153
**TG 14:0_14:1_16:0**	**221.80**	**32.39**	**133.63**	**12.98**	**0.60**	**0.005**
TG 14:1_14:1_16:1	182.39	24.52	227.03	19.65	1.24	0.029
**TG 14:0_14:0_16:0**	**165.38**	**31.38**	**61.49**	**10.20**	**0.37**	**0.004**

q < 0.01 for rows highlighted in bold.

TAG species ordered according to abundance.

ERR, estrogen-related receptor; SD, standard deviation; TAG, triglyceride.

Beyond the observed changes in TAG abundance, the levels of several other lipids are significantly altered in *dERR* mutants when compared with controls. Notably, acylcarnitine (ACAR) species were downregulated > 2-fold in mutants when compared with the heterozygous control (supplemental Table S2, Fig. 1A). Since ACARs serve as a key intermediate during the transport of long-chain fatty acids into the mitochondria, our findings raise the possibility that fatty acid β-oxidation is decreased in *dERR* mutants. Moreover, when we reanalyzed the lipidomic data using a less stringent cutoff (absolute FC > 1.5; adjusted *P* < 0.05; supplemental Table S3), several phospholipids (phosphatidylcholine; phosphatidylethanolamine; phosphatidylglycerols); and lysophospholipids (lysophosphatidylcholine and lysophosphatidylethanolamine) were found to be elevated in *dERR* mutants (Fig. 1C). In fact, a correlation analysis of TG_16:0_16:1_18:1 revealed a significant inverse correlation between phosphatidylethanolamine levels and TAG levels in *dERR* mutant larvae (Fig. 1D). Overall, our analysis reveals that of those lipids significantly altered in *dERR* mutants, there are significant decreases in stored lipids and acylcarnitines as well as a subtle increase in phospholipids.

### dERR expression within the fat body promotes TAG accumulation

Previous studies that examined the influence of dERR on larval TAG metabolism relied on measurements from whole animal homogenates (35). To better understand the tissue-specific mechanisms by which ERR regulates TAG accumulation, we focused on the fat body, which is the primary TAG storage site (66, 67). As an initial approach to determine whether the global decrease in *dERR* mutant TAG levels was reflected in the fat body, we stained mutant and control larvae using the lipophilic dye SB3. Consistent with the whole-body TAG measurements (Fig. 1 and supplemental Fig. S2), SB3 staining was significantly reduced in *dERR*^*1/2*^ mutant fat body when compared with *dERR*^*1/+*^ heterozygous controls (Fig. 2A–C). Similarly, *dERR* mutant fat bodies exhibited lower levels of Nile red staining (Fig. 2D, E), thus providing further evidence that loss of dERR activity results in decreased fat body TAG accumulation.

**Fig. 2:**
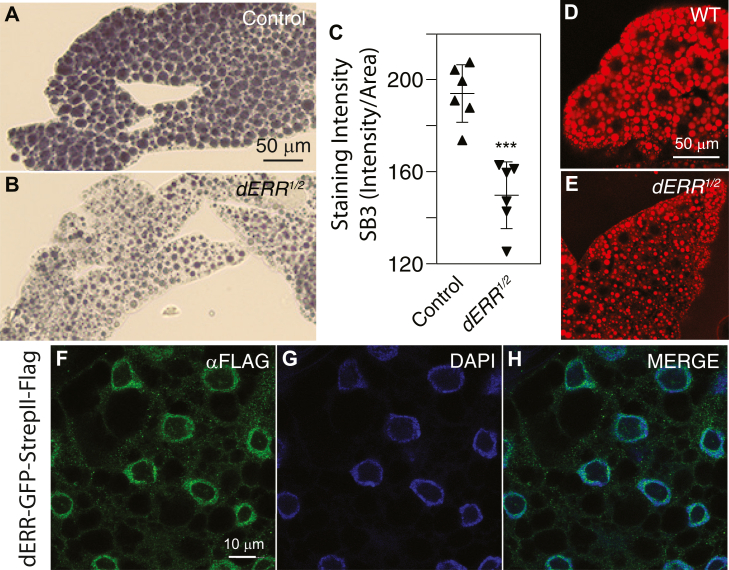
*dERR* mutants exhibit decreased TAG accumulation in the larval fat body. A–D: Fat bodies from (A) *dERR*^*1/+*^ heterozygous controls and (B) *dERR*^*1/2*^ mutants were dissected from mid-L2 larvae (∼60 h after egg-laying), fixed, and stained with Solvent Black 3 (SB3). C: SB3 staining intensity relative to area was quantified for fat bodies from six control and mutant larvae. D and E: Fat bodies from (D) *dERR*^*1/+*^ heterozygous controls and (E) *dERR*^*1/2*^ mutants were dissected from mid-L2 larvae fixed, and stained with Nile red. Scale bar in (A) also applies to (B). Scale bar in (D) also applies to (E). F–H: Fat bodies from mid-L2 larvae expressing a previously described dERR-GFP-StrepII-Flag transgene were stained with αFlag antibody and DAPI. Scale bar in panel (F) applies to (G) and (H). Data analyzed using an ordinary ANOVA test followed by a Tukey’s multiple comparison test. ∗∗∗*P* < 0.001. DAPI, 4',6-diamidino-2-phenylindole; TAG, triglyceride.

The SB3 and Nile red staining results raised the question as to whether dERR can function autonomously within fat body cells to promote TAG accumulation. To test this possibility, we first examined if dERR is expressed in L2 larval fat bodies using a previously described transgene that expresses a *dERR-FLAG-GFP* fusion protein from the endogenous *dERR* promoter (42). Immunohistochemistry using an anti-FLAG antibody revealed that dERR is highly expressed within larval fat bodies and primarily localized to the nucleus, although we also noted low levels of dERR present within the cytosol (Fig. 2F–H). In contrast, we observed no staining in a control strain lacking the transgene (supplemental Fig. S3). This result, together with previous observations demonstrating that a dERR LBD reporter is active within larval fat body cells (43), suggested that *dERR* mutants exhibit decreased TAG levels due, in part, to loss of dERR expression within this tissue.

To test the hypothesis that dERR functions within the larval fat body to drive TAG accumulation, we used the fat body–specific driver *r4-Gal4* to (i) express a *UAS-dERR* transgene in a *dERR* mutant background, and (ii) express a *UAS-ERR-RNAi* transgene in the wild-type fat body. Consistent with our model, expression of dERR only in fat body cells is sufficient to significantly increase TAG levels in *dERR* mutants as determined by whole-body TAG measurements (Fig. 3A), as well as SB3 staining of isolated fat bodies (supplemental Fig. S4). Similarly, we observed a decrease in the TAG levels of *r4-ERR-RNAi* larvae when compared with the control strains (Fig. 3B). In this regard, we would note that whole animal TAG levels were highly variable in the *UAS-ERR-RNAi* control strain when compared with *r4-Gal4* control larvae and *r4-ERR-RNAi* larvae. As a result, the differences in TAG abundance between the *r4-Gal4* controls and *r4-ERR-RNAi* samples failed to reach a significance threshold of *P* < 0.05 in an ANOVA followed by Tukey’s multiple comparison test (Fig. 3B). We would note, however, that the decrease in TAG levels between the *r4-Gal4* controls and *r4-ERR-RNAi* samples were nearly identical to those observed in *dERR*^*1/2*^ and *dERR*^*1*^*/Df* mutants when compared to *dERR^1/+^* heterozygous controls (supplemental Fig. S2). Also, a pairwise statistical analysis between only these two sample groups using a two-tailed Mann–Whitney test revealed a *P* value of <0.01. Moreover, when we stained *r4-ERR-RNAi* larvae and the two control strains using SB3, *r4-ERR-RNAi* fat bodies displayed a consistent and significant decrease in TAG when compared with either control genotype (Fig. 3C–F). Together, these observations support a model in which dERR acts within larval fat body cells to promote normal TAG homeostasis.

**Fig. 3:**
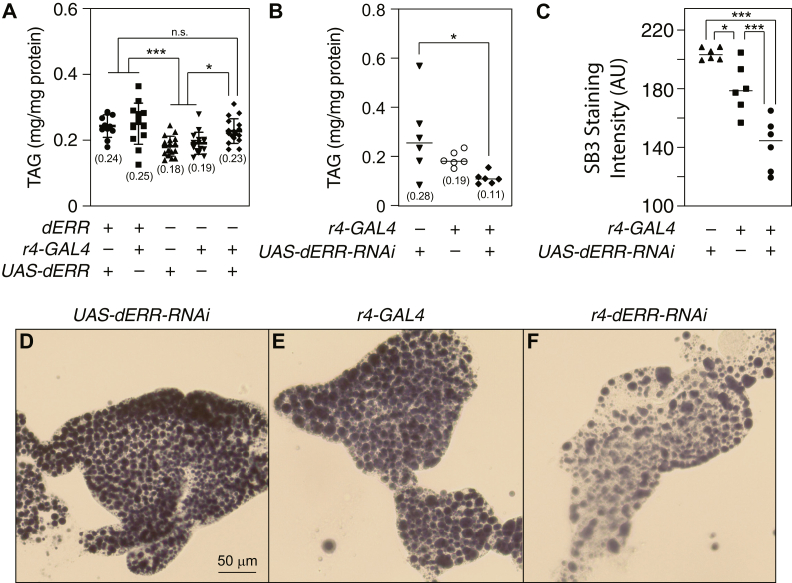
dERR promotes TAG accumulation in the larval fat body. A: TAG levels were quantified relative to soluble protein in whole-body extracts from the heterozygous control genotypes *r4-Gal4/+*; *dERR*^*2/+*^ and *UAS-ERR/+*; *dERR*^*1/+*^, the *dERR* mutant control genotypes *r4-Gal4/+*; *dERR*^*1/2*^ and *UAS-ERR/+*; *dERR*^*1/2*^, and mutant larvae expressing the rescuing transgene in the fat body (*r4-Gal4 +/+ UAS-dERR*; *dERR*^*1/2*^). B: TAG levels were quantified relative to soluble protein in whole-body extracts from heterozygous control strains *r4-Gal4/+* and *UAS-dERR-RNAi/+*, as well as larvae expressing the *UAS-dERR-RNAi* transgene under the control of *r4-Gal4* (*r4-dERR-RNAi*). C–F: SB3 staining was used to measure TAG levels in control larvae (*UAS-ERR-RNAi/+* and *r4-Gal4/+*) as well as in *r4-dERR-RNAi* larvae. C: Quantification of SB3 staining intensity in control and *r4-dERR-RNAi* larval fat bodies. D–F: Representative images of SB3 staining for each genotype. Data were analyzed using an ordinary ANOVA test followed by a Tukey’s multiple comparison test. ∗*P* < 0.05; ∗∗*P* < 0.01; and ∗∗∗*P* < 0.001. SB3, Solvent Black 3; TAG, triglyceride.

### Genes involved in carbohydrate metabolism and β-oxidation exhibit decreased expression in *dERR* mutant fat bodies

To better understand the underlying metabolic mechanisms leading to decreased TAG levels within *dERR* mutant fat bodies, we used RNA-seq to analyze gene expression in (i) the fat bodies dissected from *dERR*^*1/2*^ mutants as well as *dERR*^*1/+*^ heterozygous controls and (ii) whole larvae of the same genotypes (supplemental Tables S4, S5). These analyses revealed gene expression changes within the fat body that were unique compared to those observed in the whole animal analysis; only 40 genes exhibited significantly altered expression levels in both datasets (Fig. 4A, supplemental Tables S6 and S7), with most of these genes encoding enzymes involved in glycolysis and carbohydrate metabolism (supplemental Tables S6). In addition, principal component analysis highlighted that the tissue type segregated along the principal component 1, which accounts for over 84% of the variance (Fig. 4B), while genotype separated along principal component 2 axis and accounted for less than 5% of the variance (Fig. 4B). This supports the conclusion that the *dERR* mutant gene expression profile within the fat body significantly differs from that of the whole animal.

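RNA was sequenced from 12 samples, 3 of fat bodies from *dERR* mutants, 3 of fat bodies from heterozygous controls, 3 of whole mutant larvae and 3 of whole control larvae. The paper's methods describe groups of 5 L2 larvae, aged 66 to 68 h and raised at 25 °C, and the RNeasy Plus Micro kit. The 15 larvae dissected per genotype gave 3 samples, which the methods call technical replicates. If these samples came from one cross or one plate, the fat body p-values describe variation between sets of larvae only. The sample records and the legends of supplemental Tables S4 and S5 give an age of 60 h, and the records name the RNeasy mini kit. The fat body controls are numbered 5, 6 and 7 and the fat body mutants 1, 2 and 4, so these samples share no replicate number. The whole animals of both genotypes are numbered 1 to 3. The authors estimated transcript abundance with Salmon from stranded, paired-end reads of poly-A RNA, summed it to genes with tximport, and deposited regularized log2 values from DESeq2. In these values the counts of each sample are divided by its size factor and each gene is shrunk toward its mean over the samples. The number of reads behind each sample is unknown from these values, so no counting error could be attached to them. Of the 24134 genes listed, 14133 had a value other than 0 in at least 1 sample. The values of the table ranged from −2.64 to 20.3. The 10069 genes with a mean of at least 3.32, the log2 of 10, in at least 1 of the 4 groups were tested with limma, with one mean per group and a variance trend over expression. A gene was counted as changed when limma's treat test against a log2 fold change of 1 in either direction, the fold change the paper also tested against, gave a Benjamini-Hochberg adjusted p-value under 0.05. Single genes were tested against no change with the same adjustment over all 10069 genes. An exact permutation test of 3 samples against 3 cannot give a two-sided p-value under 0.1, so the tests of single genes rest on the variance limma shares across genes. Across the genes tested, the median SD between replicates was 0.223 log2 units in control fat bodies, 0.209 in mutant fat bodies, 0.134 in control whole animals and 0.164 in mutant whole animals (n = 3 each). Pearson's r between 2 samples of a group, taken across genes, which are not independent replicates, ranged from 0.958 to 0.981. Gene positions are those of the Ensembl 115 annotation of the BDGP6.54 assembly.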

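In fat bodies, 177 genes were higher and 143 lower in *dERR* mutants than in controls, and in whole animals 12 genes were higher and 112 lower. Mutants and controls did not overlap for 4026 of the 10069 genes in fat bodies (40.0%) and for 2732 in whole animals (27.1%). Chance gives 10% with 3 samples against 3. The 4026 include genes with almost no signal in fat bodies, such as *CG6295*, at −0.01 ± 0.02 in controls and −0.15 ± 0.12 in mutants. Such genes were not counted, so the excess over 10% is not read as the share of genes changed by genotype. Both tissues shared 25 genes, 19 lower and 6 higher in both, and no gene changed in opposite directions. Chance would give 3.94 shared genes (Fisher's exact test, two-sided, odds ratio 8.26, p = 8.5e-14). Of the 19 genes lower in both tissues, 9 encode glycolytic enzymes of Fig. 5A (*Tpi*, *Pgi*, *Gapdh2*, *Pfk*, *Gapdh1*, *Pgk*, *Ald1*, *Pglym78* and *Eno*). *GlyS*, *Pgm1* and *Taldo*, which also encode enzymes of carbohydrate metabolism, were lower in both tissues as well. These 3 genes were singled out after their values were seen. *GlyS* (FBgn0266064) had a log2 fold change of −2.62 in fat bodies and −1.67 in whole animals, *Pgm1* (FBgn0003076) −1.94 and −2.60, and *Taldo* (FBgn0023477) −1.93 and −1.74. The number of shared genes moved most with limma's test against no change, which gave 134 genes in both tissues. With each sample left out in turn, the shared higher genes ranged from 2 to 7 and the shared lower genes from 17 to 20.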

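In a principal component analysis of the deposited log2 values over all genes of the table, centred and not scaled, the first component held 84.1% of the variance and the second 4.26%. Along the first component the 6 fat body samples had scores from −194 to −149 and the 6 whole animal samples had scores from 174 to 188 (exact permutation test of the tissue labels, two-sided, p = 0.0022, the smallest of 924 permutations). Along the second component the 6 control samples scored above 22 and the 6 mutant samples below −24 (exact permutation of the genotype labels within each tissue, two-sided, p = 0.005, the smallest of 400 permutations). The mean difference between controls and mutants on the second component was 98.7 in fat bodies and 49.3 in whole animals. Fat body control replicate 7 scored 83.6 on the second component, against 31.9 and 37.6 for the other control fat bodies. Scaling each gene to unit variance moved the shares most, to 51.3% for the first component and 11.2% for the second.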

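The difference between tissues was tested for each gene as the interaction of genotype and tissue in limma, with Benjamini-Hochberg adjustment. It passed an adjusted p-value of 0.05 for 1032 genes, of which 590 had a more positive change in fat bodies than in whole animals and 442 a more negative one. Of the 295 genes changed in fat bodies and not in whole animals, 265 passed the interaction test, as did 85 of the 99 genes changed in whole animals alone and 11 of the 25 genes changed in both tissues. The log2 fold changes of the 10069 genes in the 2 tissues had a Pearson correlation of 0.265 and a Spearman correlation of 0.249, both taken across genes, which are not independent replicates. Of the 320 genes changed in fat bodies, 264 (82.5%) had a log2 fold change of the same sign in whole animals. The median log2 fold change in whole animals was −0.53 for the genes lower in fat bodies and 0.36 for the genes higher in fat bodies. Without whole animal control replicate 1 the interaction count fell to 686 genes, and the genes with a more negative change fell from 442 to 277. From the genes shared by the 2 datasets and the principal component analysis, the paper concludes that the *dERR* mutant expression profile of the fat body differs from that of the whole animal.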

**Fig. 4:**
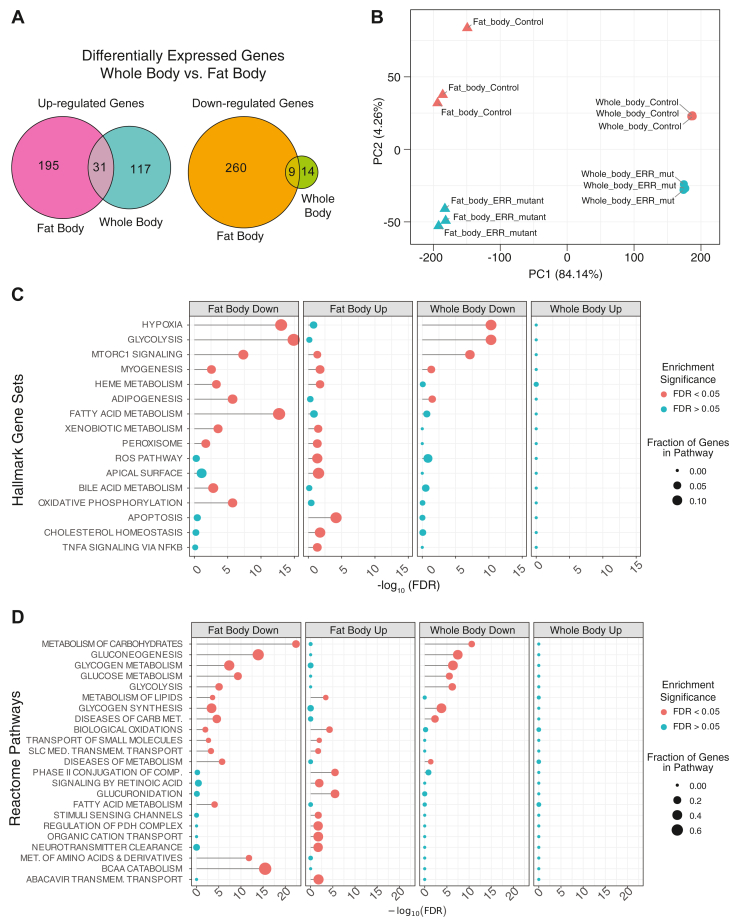
Tissue-specific RNA-seq analysis of *dERR* mutants compared with heterozygous controls. RNA isolated from whole mid-L2 *dERR*^*1/2*^ mutant larvae and *dERR*^*1/+*^ controls, as well as from dissected fat bodies from those two genotypes, were compared using RNA-seq. A: Euler plot indicating the number of genes that were either downregulated or upregulated in both *dERR* mutant fat bodies and whole animals. B: principal component analysis plot of the RNA-seq samples. Samples separate along the principal component 1 axis based on tissue and the principal component 2 axis according to genotype. C and D: Term enrichment analysis of the RNA-seq data were conducted using the (C) “Hallmark Gene Sets” and (D) “Reactome Pathways” collections in the molecular signatures database (MSigDB). Data from the whole body and fat body were analyzed separately as labeled.

To better understand how dERR influences gene expression, we conducted a series of GO analyses of the whole body and fat body RNA-seq datasets. 

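The sets of the Hallmark, Reactome and PANGEA databases were not used here, and gene lists taken from the paper were tested in their place. The lists for glycolysis and β-oxidation cover pathways that the paper picked out from these same samples. Their tests in both tissues describe the size of the change and are not independent evidence for it. Of the 13 glycolytic genes taken from Fig. 5A, with *Pyk* added for the step drawn without a gene, 10 were lower in mutant whole animals past the treat threshold, against 102 of the other 10056 genes tested (Fisher's exact test, two-sided, odds ratio 321, p = 5.4e-18, Benjamini-Hochberg adjusted p = 9.6e-17 over 18 tests). The median log2 fold change of the 13 genes in whole animals was −2.30, against 0.01 for the other genes. None of the 25 β-oxidation genes of supplemental Table S10 was past this threshold in whole animals.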

Using the Hallmark Gene Sets and Reactome Pathway databases, GO analysis revealed whole body enrichment for genes associated with metabolic processes, with the most significantly overrepresented GO categories associated with carbohydrate metabolism (e.g., hypoxia, glycolysis, metabolism of carbohydrates) among the downregulated genes (Fig. 4C, D, third panel). In the fat body dataset, however, there is additionally significant enrichment for fatty acid metabolism, adipogenesis (Fig. 4C), and metabolism of lipids (Fig. 4D). 

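Among the 143 genes lower in mutant fat bodies were 10 of the 13 glycolytic genes (Fisher's exact test, two-sided, odds ratio 249, p = 6.7e-17, adjusted p = 4.0e-16) and 3 of the 25 β-oxidation genes of supplemental Table S10, *CG3902*, *CG12262* and *yip2*. The β-oxidation genes made up 3 of 25, or 12.0%, against 1.39% of the other 10044 genes (Fisher's exact test, odds ratio 9.64, p = 0.0051, adjusted p = 0.0132). Their median log2 fold change in fat bodies was −0.34, against −0.07 for the other genes. Without a filter on low values the odds ratio for β-oxidation was 14.0.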

PANGEA analysis revealed a similar enrichment for GO categories associated with metabolism, with the RNA-seq data generated from the *dERR* mutant fat body exhibiting significant enrichments for genes involved in both carbohydrate and lipid metabolic processes (supplemental Tables S8, S9).

A closer examination of the GO categories that are significantly enriched in *dERR* mutant fat bodies revealed disruption of three metabolic pathways. As expected, genes encoding every enzymatic step in glycolysis were significantly downregulated (Fig. 5A; supplemental Tables S4, S5). However, we also unexpectedly observed decreased expression of genes associated with fatty acid β-oxidation (Fig. 5B; supplemental Tables S4, S5), including the rate-limiting transporter *CPT1* (*whd*, FBgn0261862) and five genes that encode enzymes involved in the four downstream catabolic reactions (Fig. 5B; supplemental Tables S4, S5). 

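Of the 13 glycolytic genes, 11 were lower in mutant fat bodies at a limma adjusted p-value under 0.05, whether the Benjamini-Hochberg adjustment covered all genes tested or the list alone. The largest fall was that of *Tpi* (FBgn0086355, chromosome 3R from 30132981 to 30134599), which went from 12.33 ± 0.21 in controls to 7.46 ± 0.30 in mutants (log2 values, SD, n = 3), a log2 fold change of −4.87 (standard error 0.15, limma adjusted p = 1.5e-08). *Pgi* (FBgn0003074, 2R from 8910900 to 8914069) fell from 13.89 ± 0.14 to 9.33 ± 0.22, a log2 fold change of −4.56 (standard error 0.13, adjusted p = 1.5e-08). The log2 fold changes of *Gapdh2* (−3.27), *Pfk* (−3.21), *Gapdh1* (−2.44), *Pgk* (−2.35), *Ald1* (−2.16), *Pglym78* (−1.99), *Eno* (−1.68) and *Hex-A* (−1.48) all passed the treat threshold. *Ldh* (FBgn0001258) had a low level in control fat bodies, 3.83 ± 0.90, and its log2 fold change of −2.85 (standard error 0.50, adjusted p = 0.0021) did not pass the treat threshold. Between the hexokinase genes of Fig. 5A, *Hex-C* (FBgn0001187, 2R from 15218837 to 15220329) showed no change larger than its replicate spread, with 12.24 ± 0.47 in controls and 12.19 ± 0.29 in mutants (log2 fold change −0.05, adjusted p = 0.89). Quantile normalization changed the sign of its fold change. *Pyk* (FBgn0267385, 3R from 22367536 to 22372746) was higher in mutant fat bodies, at 14.54 ± 0.09 against 14.06 ± 0.15 (log2 fold change 0.48, standard error 0.10, adjusted p = 0.0058). Its limma adjusted p was 0.060 with each tissue fitted alone. With each of the 12 samples left out in turn, 11 of the 13 genes were lower in every fit. The log2 fold change of *Tpi* ranged from −4.99 to −4.71.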

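The transporter gene *whd* (2R from 10469473 to 10478567) fell from 9.99 ± 0.30 in control fat bodies to 8.44 ± 0.23 in mutant fat bodies (log2 values, SD, n = 3), a log2 fold change of −1.55 (standard error 0.17, limma adjusted p = 6.8e-05). Among the genes drawn for the downstream reactions in Fig. 5B, *CG3902* (FBgn0036824, 3L from 18893120 to 18898293) had a log2 fold change of −2.57 (standard error 0.07, adjusted p = 1.5e-08). *CG12262* (FBgn0035811, 3L from 7719350 to 7721472), which the deposited table lists as *Mcad*, had one of −3.25 (standard error 0.20, adjusted p = 1.4e-06). *CG6543* (FBgn0033879, 2R from 13852947 to 13854331), listed as *Echs1*, fell by 1.21 (standard error 0.08, adjusted p = 2.1e-06) and *scu* (FBgn0021765, X from 18091259 to 18092853) by 0.99 (standard error 0.12, adjusted p = 0.00012). The thiolase gene *yip2* (FBgn0040064, 2L from 9915253 to 9917220) changed most, from 13.06 ± 0.14 to 8.69 ± 0.37, a log2 fold change of −4.38 (standard error 0.18, adjusted p = 1.1e-07). In each of these 6 genes every mutant fat body sample was below every control sample. The treat threshold was passed by *CG3902*, *CG12262* and *yip2*, and not by *whd* (treat adjusted p = 0.098), *CG6543* (treat adjusted p = 0.25) or *scu*.

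**Figure D1:**
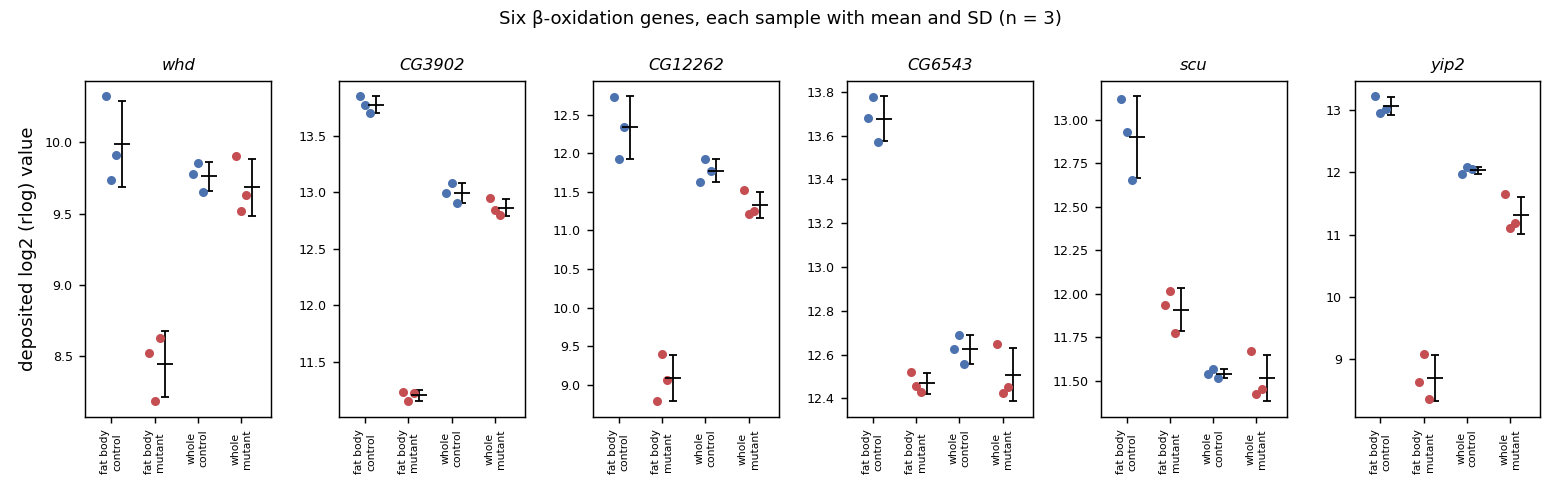
Deposited log2 (rlog) values of *whd*, *CG3902*, *CG12262*, *CG6543*, *scu* and *yip2* in each sample of fat bodies and whole animals, on a separate vertical axis per gene. Blue points are controls, red points are mutants, and black bars are the mean and SD of the 3 samples of a group. The fat body groups do not overlap in any panel, while the whole animal groups lie closer together, as for *CG3902*, at 12.99 ± 0.09 in controls and 12.86 ± 0.07 in mutants.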

None of these genes, however, exhibited significant expression changes in the *dERR* mutant whole animal RNA-seq dataset. 

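In whole animals, the log2 fold change was −0.08 for *whd* (standard error 0.17, limma adjusted p = 0.99), −0.13 for *CG3902* (adjusted p = 0.58), −0.44 for *CG12262* (adjusted p = 0.45), −0.12 for *CG6543* (adjusted p = 0.74) and −0.03 for *scu* (adjusted p = 1.0). The sign for *scu* changed when each sample was centred on its median. The log2 fold change of *yip2* was −0.73 (standard error 0.18), with an adjusted p-value of 0.065 over all genes tested and 0.029 over the 25 genes of supplemental Table S10 alone, and every mutant sample was below every control sample. With limma's array weights, the setting with the lowest adjusted p-value, *yip2* had a log2 fold change of −0.86 and an adjusted p-value of 0.00037, in a range from 0.00037 to 0.22 over all alternatives. With the same weights *CG12262* had a log2 fold change of −0.51 and an adjusted p-value of 0.025, in a range from 0.025 to 0.85. The change in fat bodies differed from that in whole animals for all 6 genes by the interaction test, with adjusted p-values from 8.4e-07 (*CG3902*) to 0.0041 (*scu*).

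**Figure D2:**
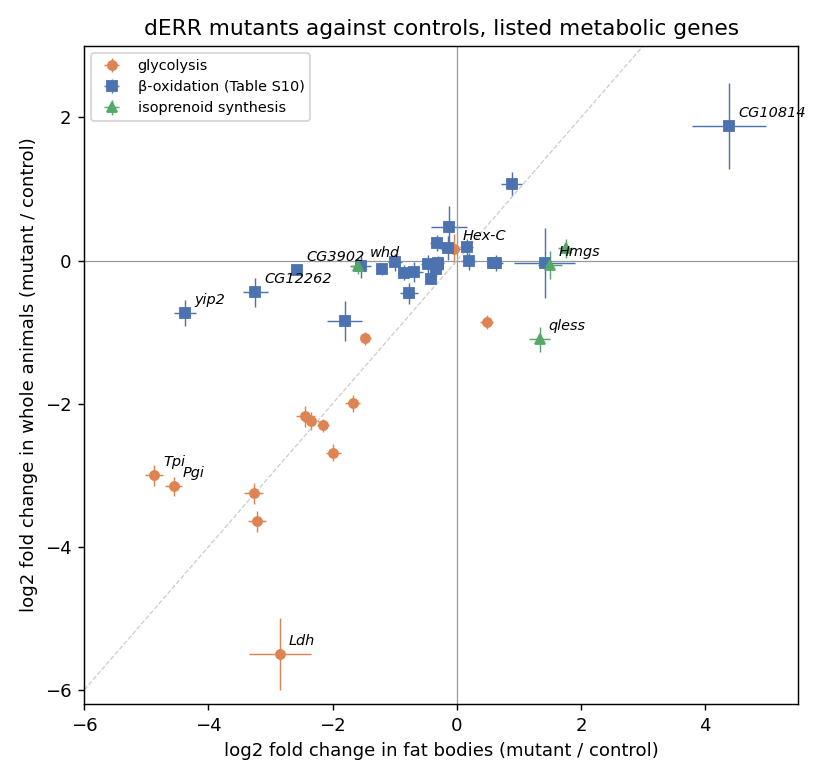
Log2 fold changes of *dERR* mutants against controls in fat bodies (horizontal axis) and in whole animals (vertical axis) for 13 glycolytic genes, the 25 genes of supplemental Table S10 and 4 genes of isoprenoid synthesis. Bars are 1 standard error from limma (n = 3 per group), and the changes are equal on the dashed line. Most glycolytic genes lie low on both axes, while *CG3902* and *yip2* lie far to the left and near 0 or at −0.73 on the vertical axis.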

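*Hmgs* (FBgn0010611, 2R from 16336090 to 16341242) rose from 11.19 ± 0.49 in control fat bodies to 12.69 ± 0.23 in *dERR* mutant fat bodies (log2 values, SD, n = 3), a log2 fold change of 1.50 (standard error 0.20, limma adjusted p = 0.00031). *Fpps* (FBgn0025373, 2R from 11305511 to 11307528) rose from 9.33 ± 0.14 to 11.08 ± 0.23, a log2 fold change of 1.76 (standard error 0.14, adjusted p = 6.7e-06). In whole animals the log2 fold changes were −0.06 for *Hmgs* (adjusted p = 1.0) and 0.17 for *Fpps* (adjusted p = 0.81). *Acat1* (FBgn0029969, X from 7887130 to 7888785), which stands at the head of the pathway in Fig. 5C, fell in mutant fat bodies, with a log2 fold change of −1.59 (standard error 0.11, adjusted p = 4.0e-06), and had one of −0.07 in whole animals (adjusted p = 0.97).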

We also noted that three genes associated with isoprenoid synthesis (*Hmgs*, *Hmgcr*, and *Fpps*) exhibited increased expression in *dERR* mutant fat bodies but were unchanged when measured in whole animal extracts (Fig. 5C; supplemental Tables S4, S5). Moreover, expression of a fourth gene involved in isoprenoid metabolism, *qless*, displayed opposite changes in the two datasets, with *qless* expression being increased *dERR* mutant fat bodies and decreased in the whole-body data (Fig. 5C; supplemental Tables S4, S5). 

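*qless* (FBgn0051005, 3R from 31236035 to 31252608) had a log2 value of 8.81 ± 0.21 in control and 10.14 ± 0.27 in mutant fat bodies (SD, n = 3), a log2 fold change of 1.33 (standard error 0.17, limma adjusted p = 0.00022). In whole animals it had 10.05 ± 0.21 in controls and 8.94 ± 0.21 in mutants, a log2 fold change of −1.10 (standard error 0.17, adjusted p = 0.0037). Neither change passed the treat threshold, and the 2 changes differed by the interaction test (adjusted p = 0.00017). With each sample left out in turn, the log2 fold change ranged from 1.18 to 1.42 in fat bodies and from −1.22 to −0.99 in whole animals.

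**Figure D3:**
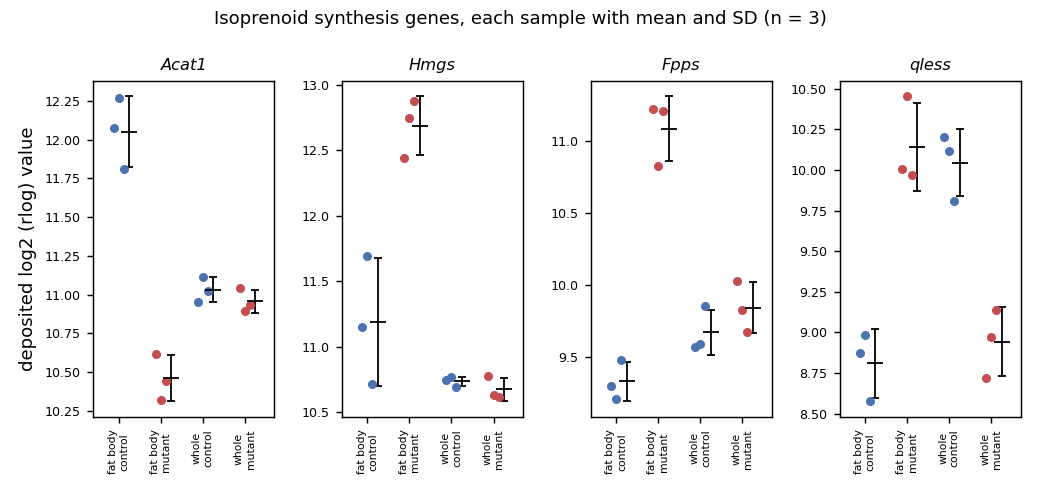
Deposited log2 (rlog) values of *Acat1*, *Hmgs*, *Fpps* and *qless* in each sample of fat bodies and whole animals, on a separate vertical axis per gene. Blue points are controls, red points are mutants, and black bars are the mean and SD of the 3 samples of a group. The *qless* samples rise from control to mutant in fat bodies and fall in whole animals.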

Overall, these results suggest that dERR serves previously undescribed functions to influence fatty acid catabolism and isoprenoid synthesis within the larval fat body.

**Fig. 5:**
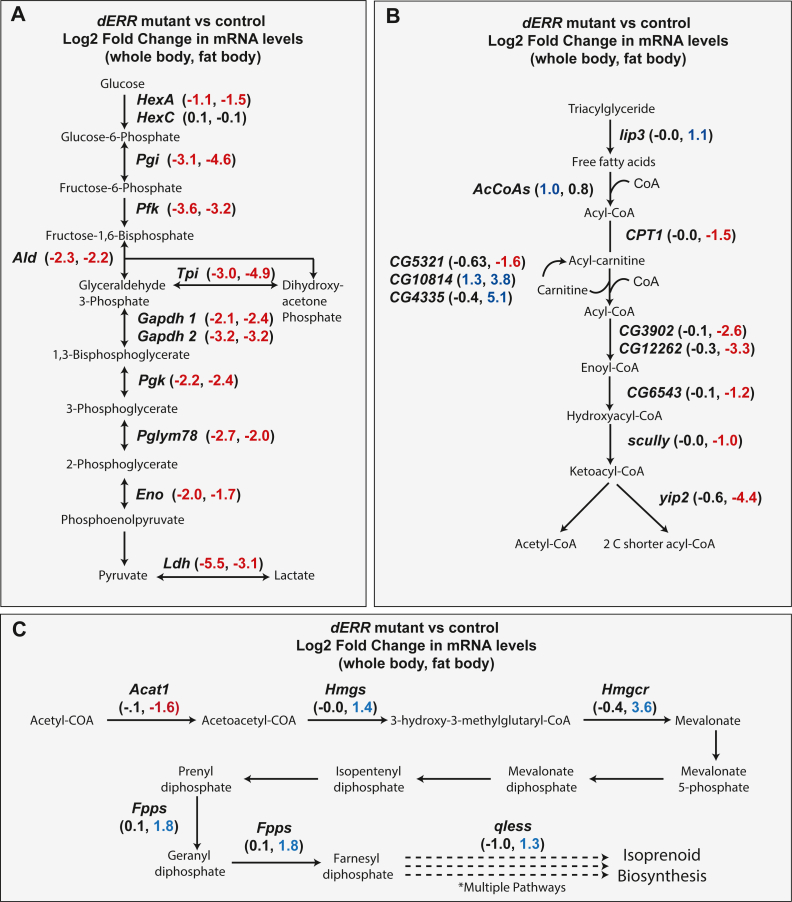
Expression of enzymes in glycolysis and β-oxidation are reduced in *dERR* mutants. Schematic diagrams illustrating how loss of dERR activity alters the expression of genes involved in (A) glycolysis, (B) β-oxidation, and (C) isoprenoid metabolism. Changes in gene expression are listed at each enzymatic step, with the first number in parenthesis indicating the log2 fold change in whole animal extract and the second number indicating the log2 fold change in only larval fat body. Log2 ≥1 was represented in blue and log2 ≤1 was represented in red for all panels.

Our RNA-seq results suggest that the dERR gene expression program within the larval fat body could play a key role in coordinating carbohydrate availability with TAG storage. Notably, the observed gene expression profile is consistent with two previous observations: (i) although a high sugar diet results in elevated TAG accumulation in adult control animals, a high sugar diet did not result in increased TAG levels within *dERR* mutants (36). (ii) Expression of dERR solely within the larval fat body of *dERR* mutants reduces systemic levels of the disaccharide trehalose, the primary circulating sugar found within larval hemolymph (35, 47). Considering our RNA-seq findings, we reproduced the tissue-specific rescue experiment and confirmed that expressing *UAS-dERR* in the fat body of *dERR* mutants using an *r4-Gal4* transgene was sufficient to rescue trehalose levels (supplemental Fig. S5), again indicating that dERR activity within larval fat is sufficient to maintain glycemic control in the whole animal.

### HNF4 activity is decreased in *dERR* mutant fat bodies

Our RNA-seq analysis indicates that dERR can influence the expression of genes associated with fatty acid β-oxidation. Considering that all of the β-oxidation–related genes downregulated in *dERR* mutants are known targets of HNF4 (39), our findings raise the possibility that dHNF4 activity is altered in *dERR* mutant fat bodies. As a first step toward analyzing this possibility, we first examined dHNF4 expression in *dERR* mutants. We found no evidence, however, that dHNF4 expression was altered in *dERR* mutants, as *dHNF4* transcript abundance was unchanged in the RNA-seq analysis, (log2 FC in *dERR* mutants versus controls = 0.006; supplemental Table S4) and dHNF4 protein levels appear unchanged in *dERR* mutant fat bodies as compared with controls (supplemental Fig. S6). 

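*Hnf4* (FBgn0004914, 2L from 8687226 to 8709611) had a log2 value of 9.95 ± 0.20 in control and 9.94 ± 0.32 in mutant fat bodies (SD, n = 3; limma adjusted p = 0.99), and 9.30 ± 0.03 in control and 9.31 ± 0.08 in mutant whole animals (adjusted p = 1.0). With each sample left out in turn, its log2 fold change ranged from −0.18 to 0.13 in fat bodies and from −0.04 to 0.04 in whole animals, so that its sign depended on the samples used. The transcript of *dERR* itself, listed as *ERR* (FBgn0035849, 3L from 8183361 to 8186671), was at 8.88 ± 0.51 in control and 8.35 ± 0.08 in mutant fat bodies (log2 fold change −0.53, adjusted p = 0.095) and at 8.31 ± 0.13 and 8.16 ± 0.14 in whole animals (log2 fold change −0.14, adjusted p = 0.96). In fat bodies the change of *ERR* passed an adjusted p-value of 0.05 without control replicate 7 (log2 fold change −0.83, adjusted p = 0.00065) and with array weights (−0.72, adjusted p = 0.025), and under no other alternative, with adjusted p-values from 0.00065 to 0.28 over all of them.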

We also compared preexisting dERR and dHNF4 chromatin immunoprecipitation sequencing datasets (supplemental Table S11, (36, 68)), with the goal of determining if these NRs coregulate target genes. 

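Supplemental Table S11 names 4 genes near binding sites of both receptors, and 3 of them could be matched to the RNA-seq table by their identifiers, *cbt*, *SCaMC* and *CG9777*. The fourth was not analysed here. *cbt* (FBgn0043364, 2L from 476446 to 479688) was at 8.55 ± 0.60 in control fat bodies and 11.07 ± 0.06 in *dERR* mutant fat bodies (log2 values, SD, n = 3), a log2 fold change of 2.52 (standard error 0.31, limma adjusted p = 0.00016) that passed the treat threshold. *SCaMC* (FBgn0052103, 3L from 12402295 to 12414842) was at 10.66 ± 0.09 and 10.12 ± 0.11, a log2 fold change of −0.54 (standard error 0.13, adjusted p = 0.011) that did not pass it. With limma's array weights *SCaMC* had a log2 fold change of −0.52 and an adjusted p of 0.067. *CG9777* (FBgn0030764) lay below the filter on low values, with fat body values between −1.20 and 0.83. Without the filter its log2 fold change in fat bodies was −1.23 (standard error 0.48, adjusted p = 0.13).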

Our analysis, however, revealed little overlap (supplemental Table S11), with only four genes being bound by both dERR and dHNF4, none of which were differentially expressed in *dERR* mutant fat bodies.

As an alternative approach towards examining the putative relationship between dERR and dHNF4, we used a dHNF4-LBD reporter (*hs-Gal4-HNF4-LBD, UAS-nLacZ*) to examine dHNF4 transcriptional activity within *dERR* mutants. This HNF4-LBD reporter has previously been shown to be active at low levels in the larval fat body under fed conditions (39). Consistent with these prior studies, the HNF4-LBD reporter was active at detectable but low levels in subsets of fat body cells in *dERR*^*1/+*^ heterozygous controls (Fig. 6B, D), however, reporter activity was nearly undetectable in the *dERR*^*1/2*^ mutant background (Fig. 6C, D). In fact, the amount of lacZ staining in *hs-Gal4-HNF4-LBD UAS-nLacZ; dERR*^*1/2*^ larvae (Fig. 6C, D) was often indistinguishable from the *UAS-nLacZ* control strain (Fig. 6A), thus indicating that HNF4 activity is reduced in *dERR* mutants. Considering that the *hs-Gal4-HNF4-LBD UAS-nLacZ* reporter system does not include a dERR binding site, our observations suggest that changes in dHNF4 activity within *dERR* mutants is the indirect effect of changes in either a key metabolite or dHNF4 cofactor. Regardless of the mechanism, our findings suggest that future studies should explore the interaction between these two NRs.

**Fig. 6:**
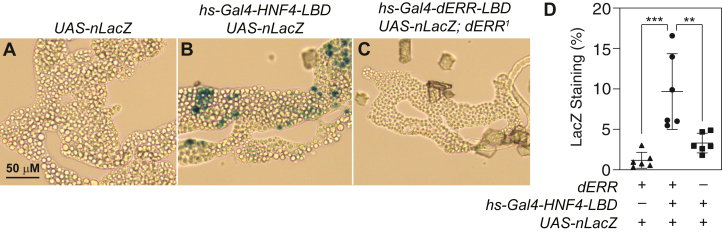
dHNF4 activity reporter in a *dERR* mutant background. HNF4 activity was visualized via X-Gal staining using *hs-Gal4-dHNF4-LBD* and *UAS-nLacZ* transgenes that were placed in a *dERR* mutant genetic background. Figure shows staining for (A) *UAS-nLacZ* control strain, (B) *hs-Gal4-dHNF4-LBD, UAS-nLacZ; dERR*^*1/+*^ heterozygous control, and (C) *hs-Gal4-dHNF4-LBD, UAS-nLacZ; dERR*^*1*^ mutants. D: X-Gal staining intensity relative to area was quantified for each genotype in (A–C). Data were analyzed using an ordinary ANOVA test followed by a Tukey’s multiple comparison test. ∗∗*P* < 0.01 and ∗∗∗*P* < 0.001. LBD, ligand-binding domain.

## Discussion

While loss-of-function mutations in both mouse *Esrra* and insect *ERR* genes are well-documented to induce a lean phenotype (34, 36, 37), the mechanisms by which these ERR family members function in adipose tissue to regulate TAG storage remain poorly understood. Here, we addressed this knowledge gap by conducting RNA-seq analysis of fat bodies isolated from *D. melanogaster ERR* mutants. Our studies revealed that fat bodies from *dERR* mutants exhibit significant decreases in the expression of genes involved in both carbohydrate and lipid catabolism. This finding was unexpected, as previous studies of dERR in both larvae and adults failed to identify a link between dERR activity and the expression of enzymes involved in lipid catabolism (35, 36). Considering that our lipidomic studies revealed significant decreases in both TAG and ACAR concentrations, our findings suggest that dERR can influence the expression of enzymes involved in lipid metabolism.

Our results raise the question as to how dERR regulates lipid metabolism in the fat body. While previous chromatin immunoprecipitation sequencing analysis of adult flies failed to identify direct binding of dERR to any genes involved in lipid synthesis or β-oxidation (36), this analysis relied on chromatin isolated from whole animals and would likely overlook fat body–specific dERR target genes. Consistent with this possibility, a recent study in *A. aegypti* demonstrated that mosquito ERR can bind to the promoter region of fatty acid synthase (34), thus suggesting that insect ERRs can directly regulate some genes involved in lipid metabolism. Future studies in *D. melanogaster* should focus on identifying the dERR target genes specifically within the fat body to determine what aspects of lipid metabolism are directly regulated by dERR activity.

Our RNA-seq analysis also unexpectedly revealed increased expression of enzymes involved in isoprenoid metabolism within *dERR* mutant fat bodies. Previous studies in *Drosophila* have implicated these enzymes in germ cell migration, juvenile hormone production, heart development, and signal transduction (69, 70, 71, 72, 73, 74, 75). While we are unsure as to why isoprenoid metabolism appears elevated in *dERR* mutants, we would note that *Drosophila* hedgehog signaling is dependent on this pathway (31, 74, 75). Since elevated hedgehog signaling is associated with decreased TAG accumulation (76, 77), perhaps increased expression of these enzymes is related to a metabolic feedback mechanism involving hedgehog signaling. Alternatively, isoprenoid metabolism also produces coenzyme Q_10_ (also known as ubiquinone) and the *Drosophila* gene *qless* is essential for Q_10_ synthesis (78). The observed increase of *qless* expression in *dERR* mutant fat bodies could therefore be related to production of a molecule in mitochondrial metabolism.

Beyond the potential that dERR acts within the fat body to directly regulate genes involved in fatty acid and isoprenoid metabolism, our analysis also suggests that changes in dHNF4 activity contribute to *dERR* mutant phenotypes. Not only does dHNF4 regulate expression of many of the β-oxidation genes that are downregulated in *dERR* mutant fat bodies (39) but activity of the HNF4-LBD reporter is also decreased in the fat body of *dERR* mutants. Moreover, mouse HNF4α is required for hepatic ACAR synthesis (79), a finding consistent with our lipidomic results which reveal decreased abundance of ACARs in *dERR* mutants. This putative interaction between dERR and dHNF4 raises questions as to how these two factors coordinate lipid metabolism with larval growth and development. One possibility is that these two NRs coregulate target genes, as ERRα and HNF4α binding sites were found to be enriched near a common set of genes in mouse liver (80), suggesting that dERR and dHNF4 might similarly bind to similar genomic regions within the larval fat body. However, we would note that the HNF4-LBD reporter assay described above relies on the Gal4/UAS system and thus should be insensitive to dERR-dependent effects on promoter binding, suggesting that an indirect interaction is most likely responsible for our observations.

A second potential mechanism linking dERR and dHNF4 transcriptional activity stems from the inability of *dERR* mutants to properly metabolize carbohydrates. The dHNF4 LBD is activated by free fatty acids (39), and since carbon flux from sugars to fatty acid synthesis is likely disrupted in *dERR* mutants, decreased free fatty acid abundance in *dERR* mutants could result in decreased dHNF4 activity. We would note, however, that free fatty acids are not decreased in the *dERR* mutants, thus if this mechanism is responsible for the change in dHNF4 activity, it would require fat body–specific depletion of fatty acids.

While the mechanism linking loss of dERR with apparent changes in dHNF4 activity will become the subject of future studies, these observations raise an exciting possibility. dHNF4 regulates both lipid and carbohydrate metabolism (39, 81), with previous studies highlighting the role of dHNF4 in controlling glucose-stimulated insulin secretion (68). Our studies reiterate that dERR activity within the fat body is sufficient to promote both TAG accumulation and maintain systemic trehalose levels. Future studies should therefore evaluate the possibilities that these NRs coordinately balance carbohydrate metabolism with TAG storage with a focus on potential links with endocrine signaling.

Finally, our study highlights the importance of using the fly to study the ERR family of NRs. As noted above, mice lacking ERRα are viable but lean. In contrast, *dERR* mutants are homozygous lethal, dying during the late L2 stage, raising questions as to why the fly mutant exhibits a more severe phenotype than the ERRα single mutant. This discrepancy likely reflects the complex interaction that exists between the mammalian ERR orthologs, as mammalian genomes encode three ERR homologs (ERRα, ERRβ, and ERRγ). While each mammalian ERR has specialized function (82), ERRα and ERRγ also have overlapping functions, as simultaneous loss of both ERRα and ERRγ in the heart, skeletal muscle, and brown fat result in metabolic phenotypes that are more severe than either single mutant (83, 84, 85, 86). Since flies encode a single ERR homolog, *dERR* genetic mutations represent the most severe loss of ERR activity in any system, as all other insect studies rely on RNAi-based approaches. Our analysis of dERR in the *Drosophila* fat body is therefore of importance as it provides an in depth analysis of how an ERR family member influences lipid storage in adipose tissue and suggests that additional studies of dERR can provide further insight toward the role of this ancient NR family in regulating lipid homeostasis.

## Data availability

Processed RNA-seq data are presented in supplemental Tables S4 and S5. Lipidomics data are available in supplemental Table S1. Original data are available in NCBI Gene Expression Omnibus (GSE 273774).

## Supplemental data

This article contains supplemental data (58, 60).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Garfinkel A.M., Ilker E., Miyazawa H., Schmeisser K., Tennessen J.M. (2024). Historic obstacles and emerging opportunities in the field of developmental metabolism - lessons from Heidelberg. Development.

[2] Miyazawa H., Aulehla A. (2018). Revisiting the role of metabolism during development. Development.

[3] Palm W., Rodenfels J. (2020). Understanding the role of lipids and lipoproteins in development. Development.

[4] Zhu H., Han M. (2014). Exploring developmental and physiological functions of fatty acid and lipid variants through worm and fly genetics. Annu. Rev. Genet..

[5] Watts J.L., Ristow M. (2017). Lipid and carbohydrate metabolism in caenorhabditis elegans. Genetics.

[6] Ho S.-Y., Thorpe J.L., Deng Y., Santana E., Derose R.A., Farber S.A. (2004). Lipid metabolism in zebrafish. Methods Cell Biol..

[7] Srinivasan S. (2015). Regulation of body fat in caenorhabditis elegans. Annu. Rev. Physiol..

[8] Baker E.R. (1985). Body weight and the initiation of puberty. Clin. Obstet. Gynecol..

[9] Huang L., Hou J.W., Fan H.Y., Tsai M.C., Yang C., Hsu J.B. (2023). Critical body fat percentage required for puberty onset: the Taiwan pubertal longitudinal study. J. Endocrinol. Invest..

[10] Li Y., Ma T., Ma Y., Gao D., Chen L., Chen M. (2022). Adiposity status, trajectories, and earlier puberty onset: results from a longitudinal cohort study. J. Clin. Endocrinol. Metab..

[11] Scheidl T.B., Brightwell A.L., Easson S.H., Thompson J.A. (2023). Maternal obesity and programming of metabolic syndrome in the offspring: searching for mechanisms in the adipocyte progenitor pool. BMC Med..

[12] Barrea L., Vetrani C., Verde L., Frias-Toral E., Garcia-Velasquez E., Ranasinghe P. (2022). Gestational obesity: an unconventional endocrine disruptor for the fetus. Biochem. Pharmacol..

[13] Marcus C., Danielsson P., Hagman E. (2022). Pediatric obesity-Long-term consequences and effect of weight loss. J. Intern. Med..

[14] Menendez A., Wanczyk H., Walker J., Zhou B., Santos M., Finck C. (2022). Obesity and adipose tissue dysfunction: from pediatrics to adults. Genes (Basel).

[15] Palacios-Marin I., Serra D., Jiménez-Chillarón J.C., Herrero L., Todorčević M. (2023). Childhood obesity: implications on adipose tissue dynamics and metabolic health. Obes. Rev..

[16] Heier C., Klishch S., Stilbytska O., Semaniuk U., Lushchak O. (2021). The Drosophila model to interrogate triacylglycerol biology. Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[17] Lehmann M. (2018). Endocrine and physiological regulation of neutral fat storage in drosophila. Mol. Cell Endocrinol..

[18] Gáliková M., Klepsatel P. (2023). Endocrine control of glycogen and triacylglycerol breakdown in the fly model. Semin. Cell Dev. Biol..

[19] Musselman L.P., Kühnlein R.P. (2018). Drosophila as a model to study obesity and metabolic disease. J. Exp. Biol..

[20] Carvalho M., Sampaio J.L., Palm W., Brankatschk M., Eaton S., Shevchenko A. (2012). Effects of diet and development on the Drosophila lipidome. Mol. Syst. Biol..

[21] Church R.B., Robertson F.W. (1966). A biochemical study of the growth of *Drosophila melanogaster*. J. Exp. Zool..

[22] Rodenfels J., Lavrynenko O., Ayciriex S., Sampaio J.L., Carvalho M., Shevchenko A. (2014). Production of systemically circulating hedgehog by the intestine couples nutrition to growth and development. Genes Dev..

[23] Bi J., Xiang Y., Chen H., Liu Z., Grönke S., Kühnlein R.P. (2012). Opposite and redundant roles of the two Drosophila perilipins in lipid mobilization. J. Cell Sci..

[24] Aguila J.R., Suszko J., Gibbs A.G., Hoshizaki D.K. (2007). The role of larval fat cells in adult Drosophila melanogaster. J. Exp. Biol..

[25] Hofbauer H.F., Heier C., Sen Saji A.K., Kühnlein R.P. (2021). Lipidome remodeling in aging normal and genetically obese Drosophila males. Insect Biochem. Mol. Biol..

[26] Musselman L.P., Fink J.L., Ramachandran P.V., Patterson B.W., Okunade A.L., Maier E. (2013). Role of fat body lipogenesis in protection against the effects of caloric overload in drosophila. J. Biol. Chem..

[27] Garrido D., Rubin T., Poidevin M., Maroni B., Le Rouzic A., Parvy J.P. (2015). Fatty acid synthase cooperates with glyoxalase 1 to protect against sugar toxicity. PLoS Genet..

[28] Li S., Yu X., Feng Q. (2019). Fat body biology in the last decade. Annu. Rev. Entomol..

[29] Skowronek P., Wójcik Ł., Strachecka A. (2021). Fat body-multifunctional insect tissue. Insects.

[30] Texada M.J., Koyama T., Rewitz K. (2020). Regulation of body size and growth control. Genetics.

[31] Danielsen E.T., Moeller M.E., Rewitz K.F. (2013). Nutrient signaling and developmental timing of maturation. Curr. Top Dev. Biol..

[32] Tennessen J.M., Thummel C.S. (2011). Coordinating growth and maturation - insights from drosophila. Curr. Biol..

[33] Long W., Wu J., Shen G., Zhang H., Liu H., Xu Y. (2020). Estrogen-related receptor participates in regulating glycolysis and influences embryonic development in silkworm Bombyx mori. Insect Mol. Biol..

[34] Geng D.Q., Wang X.L., Lyu X.Y., Raikhel A.S., Zou Z. (2024). Ecdysone-controlled nuclear receptor ERR regulates metabolic homeostasis in the disease vector mosquito Aedes aegypti. PLoS Genet..

[35] Tennessen J.M., Baker K.D., Lam G., Evans J., Thummel C.S. (2011). The drosophila estrogen-related receptor directs a metabolic switch that supports developmental growth. Cell Metab..

[36] Beebe K., Robins M.M., Hernandez E.J., Lam G., Horner M.A., Thummel C.S. (2020). Drosophila estrogen-related receptor directs a transcriptional switch that supports adult glycolysis and lipogenesis. Genes Dev..

[37] Luo J., Sladek R., Carrier J., Bader J.A., Richard D., Giguère V. (2003). Reduced fat mass in mice lacking orphan nuclear receptor estrogen-related receptor alpha. Mol. Cell Biol..

[38] Carrier J.C., Deblois G., Champigny C., Levy E., Giguère V. (2004). Estrogen-related receptor alpha (ERRalpha) is a transcriptional regulator of apolipoprotein A-IV and controls lipid handling in the intestine. J. Biol. Chem..

[39] Palanker L., Tennessen J.M., Lam G., Thummel C.S. (2009). Drosophila HNF4 regulates lipid mobilization and beta-oxidation. Cell Metab..

[40] Li H., Tennessen J.M. (2017). Methods for studying the metabolic basis of drosophila development. Wiley Interdiscip. Rev. Dev. Biol..

[41] Zirin J., Hu Y., Liu L., Yang-Zhou D., Colbeth R., Yan D. (2020). Large-scale transgenic drosophila resource collections for loss- and gain-of-function studies. Genetics.

[42] Venken K.J., Carlson J.W., Schulze K.L., Pan H., He Y., Spokony R. (2009). Versatile P[acman] BAC libraries for transgenesis studies in Drosophila melanogaster. Nat. Methods.

[43] Palanker L., Necakov A.S., Sampson H.M., Ni R., Hu C., Thummel C.S. (2006). Dynamic regulation of drosophila nuclear receptor activity in vivo. Development.

[44] Öztürk-Çolak A., Marygold S.J., Antonazzo G., Attrill H., Goutte-Gattat D., Jenkins V.K. (2024). FlyBase: updates to the Drosophila genes and genomes database. Genetics.

[45] Grönke S., Mildner A., Fellert S., Tennagels N., Petry S., Müller G. (2005). Brummer lipase is an evolutionary conserved fat storage regulator in drosophila. Cell Metab..

[46] Zinke I., Kirchner C., Chao L.C., Tetzlaff M.T., Pankratz M.J. (1999). Suppression of food intake and growth by amino acids in drosophila: the role of pumpless, a fat body expressed gene with homology to vertebrate glycine cleavage system. Development.

[47] Tennessen J.M., Barry W.E., Cox J., Thummel C.S. (2014). Methods for studying metabolism in drosophila. Methods.

[48] Jensen E.C. (2013). Quantitative analysis of histological staining and fluorescence using ImageJ. Anat. Rec. (Hoboken).

[49] Bradford M.M. (1976). A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal. Biochem..

[50] Matyash V., Liebisch G., Kurzchalia T.V., Shevchenko A., Schwudke D. (2008). Lipid extraction by methyl-tert-butyl ether for high-throughput lipidomics. J. Lipid Res..

[51] Koelmel J.P., Kroeger N.M., Ulmer C.Z., Bowden J.A., Patterson R.E., Cochran J.A. (2017). LipidMatch: an automated workflow for rule-based lipid identification using untargeted high-resolution tandem mass spectrometry data. BMC Bioinformatics.

[52] Pang Z., Lu Y., Zhou G., Hui F., Xu L., Viau C. (2024). MetaboAnalyst 6.0: towards a unified platform for metabolomics data processing, analysis and interpretation. Nucleic Acids Res..

[53] Dainat J. (2024).

[54] Pertea G., Pertea M. (2020). GFF utilities: GffRead and GffCompare. F1000Res.

[55] Patro R., Duggal G., Love M.I., Irizarry R.A., Kingsford C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[56] Soneson C., Love M.I., Robinson M.D. (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[57] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[58] Zhu A., Ibrahim J.G., Love M.I. (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[59] Wilkinson L. (2012). Exact and approximate area-proportional circular Venn and Euler diagrams. IEEE Trans. Vis. Comput. Graph.

[60] Gu Z., Eils R., Schlesner M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[61] Korotkevich G., Sukhov V., Budin N., Shpak B., Artyomov M.N., Sergushichev A. (2021). Fast gene set enrichment analysis. bioRxiv.

[62] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U. S. A..

[63] Dolgalev I. (2022).

[64] Hu Y., Comjean A., Attrill H., Antonazzo G., Thurmond J., Chen W. (2023). PANGEA: a new gene set enrichment tool for drosophila and common research organisms. Nucleic Acids Res..

[65] Consortium T.G.O., Aleksander S.A., Balhoff J., Carbon S., Cherry J.M., Drabkin H.J. (2023). The gene ontology knowledgebase in 2023. Genetics.

[66] Canavoso L.E., Jouni Z.E., Karnas K.J., Pennington J.E., Wells M.A. (2001). Fat metabolism in insects. Annu. Rev. Nutr..

[67] Gilby A.R. (1965). Lipids and their metabolism in insects. Annu. Rev. Entomol..

[68] Barry W.E., Thummel C.S. (2016). The Drosophila HNF4 nuclear receptor promotes glucose-stimulated insulin secretion and mitochondrial function in adults. Elife.

[69] Yi P., Han Z., Li X., Olson E.N. (2006). The mevalonate pathway controls heart formation in drosophila by isoprenylation of Ggamma1. Science.

[70] Deshpande G., Zhou K., Wan J.Y., Friedrich J., Jourjine N., Smith D. (2013). The hedgehog pathway gene shifted functions together with the hmgcr-dependent isoprenoid biosynthetic pathway to orchestrate germ cell migration. PLoS Genet..

[71] Santos A.C., Lehmann R. (2004). Isoprenoids control germ cell migration downstream of HMGCoA reductase. Developmental Cell.

[72] Barton L.J., Sanny J., Packard Dawson E., Nouzova M., Noriega F.G., Stadtfeld M. (2024). Juvenile hormones direct primordial germ cell migration to the embryonic gonad. Curr. Biol..

[73] BELLÉS X., MARTÍN D., PIULACHS M.D. (2005). The mevalonate pathway and the synthesis of juvenile hormone in insects. Annu. Rev. Entomol..

[74] Deshpande G., Schedl P. (2005). HMGCoA reductase potentiates hedgehog signaling in drosophila melanogaster. Developmental Cell.

[75] Deshpande G., Godishala A., Schedl P. (2009). Ggamma1, a downstream target for the hmgcr-isoprenoid biosynthetic pathway, is required for releasing the Hedgehog ligand and directing germ cell migration. PLoS Genet..

[76] Suh J.M., Gao X., Mckay J., Mckay R., Salo Z., Graff J.M. (2006). Hedgehog signaling plays a conserved role in inhibiting fat formation. Cell Metab..

[77] Zhang J., Liu Y., Jiang K., Jia J. (2020). Hedgehog signaling promotes lipolysis in adipose tissue through directly regulating Bmm/ATGL lipase. Dev. Biol..

[78] Grant J., Saldanha J.W., Gould A.P. (2010). A Drosophila model for primary coenzyme Q deficiency and dietary rescue in the developing nervous system. Dis. Model Mech..

[79] Simcox J., Geoghegan G., Maschek J.A., Bensard C.L., Pasquali M., Miao R. (2017). Global analysis of plasma lipids identifies liver-derived acylcarnitines as a fuel source for brown fat thermogenesis. Cell Metab..

[80] Scholtes C., Dufour C.R., Pleynet E., Kamyabiazar S., Hutton P., Baby R. (2024). Identification of a chromatin-bound ERRα interactome network in mouse liver. Mol. Metab..

[81] Vonolfen M.C., Meyer Zu Altenschildesche F.L., Nam H.J., Brodesser S., Gyenis A., Buellesbach J. (2024). Drosophila HNF4 acts in distinct tissues to direct a switch between lipid storage and export in the gut. Cell Rep..

[82] Audet-Walsh É., Giguére V. (2015). The multiple universes of estrogen-related receptor α and γ in metabolic control and related diseases. Acta Pharmacologica Sinica.

[83] Brown E.L., Hazen B.C., Eury E., Wattez J.S., Gantner M.L., Albert V. (2018). Estrogen-related receptors mediate the adaptive response of Brown adipose tissue to adrenergic stimulation. iScience.

[84] Sopariwala D.H., Rios A.S., Pei G., Roy A., Tomaz Da Silva M., Thi Thu Nguyen H. (2023). Innately expressed estrogen-related receptors in the skeletal muscle are indispensable for exercise fitness. FASEB J.

[85] Wang T., Mcdonald C., Petrenko N.B., Leblanc M., Wang T., Giguere V. (2015). Estrogen-related receptor α (ERRα) and ERRγ are essential coordinators of cardiac metabolism and function. Mol. Cell Biol..

[86] Sakamoto T., Matsuura T.R., Wan S., Ryba D.M., Kim J.U., Won K.J. (2020). A critical role for estrogen-related receptor signaling in cardiac maturation. Circ. Res..

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S1

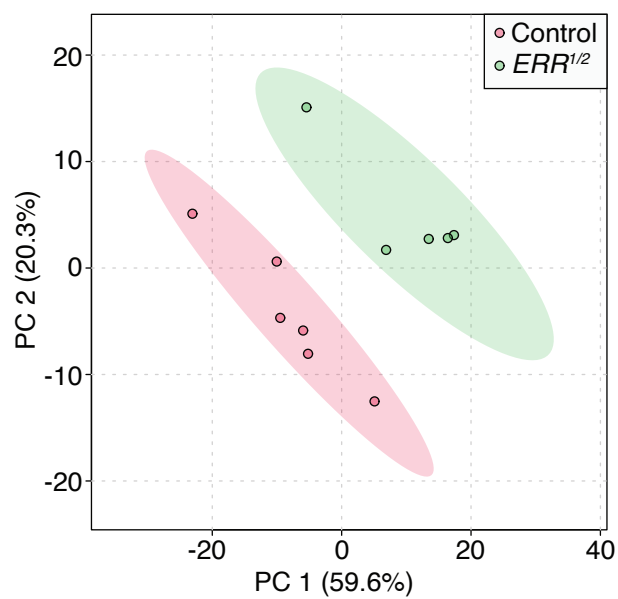

**Figure S1. A comparison of the lipidomic data from *ERR*<sup>1/2</sup> mutants and *ERR*<sup>1/+</sup> control samples using principal component (PC) analysis.** Targeted metabolomics data from Table S1 was analyzed using principal component analysis. Analysis was conducted using Metaboanalyst 6.0.

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S2

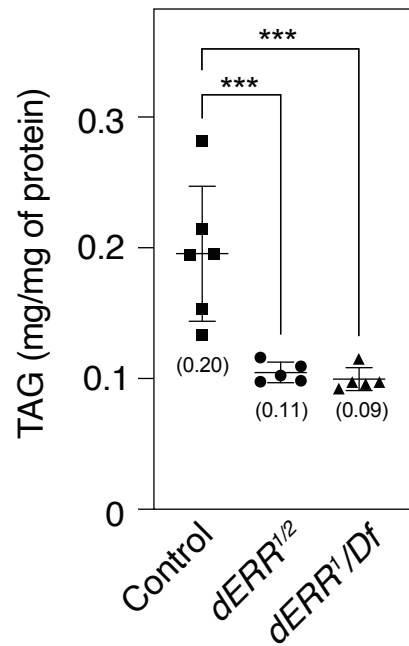

**Figure S2. dERR promotes larval TAG accumulation.** TAG levels were quantified relative to soluble protein in whole body larval extracts from *dERR*<sup>1/+</sup> heterozygous controls, *dERR*<sup>1/2</sup> mutants, and *dERR*<sup>1/Df</sup> mutants. For *dERR*<sup>1/Df</sup> mutants the *dERR*<sup>1</sup> allele was placed in trans to the deficiency *Df*(3L)*Exel6112*. Data analyzed using an ordinary ANOVA test followed by a Holm-Sidak test for multiple comparisons. \*\*\**P*<0.001.

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S3

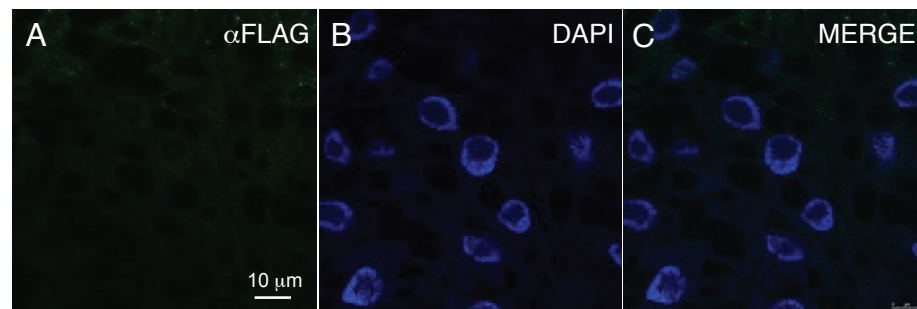

**Figure S3. Negative control staining for Figure 2F-H.** Fat bodies from *w<sup>118</sup>* mid-L2 larvae were stained with αFlag antibody and DAPI. Scale bar in panel (A) applies to (B) and (C).

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S4

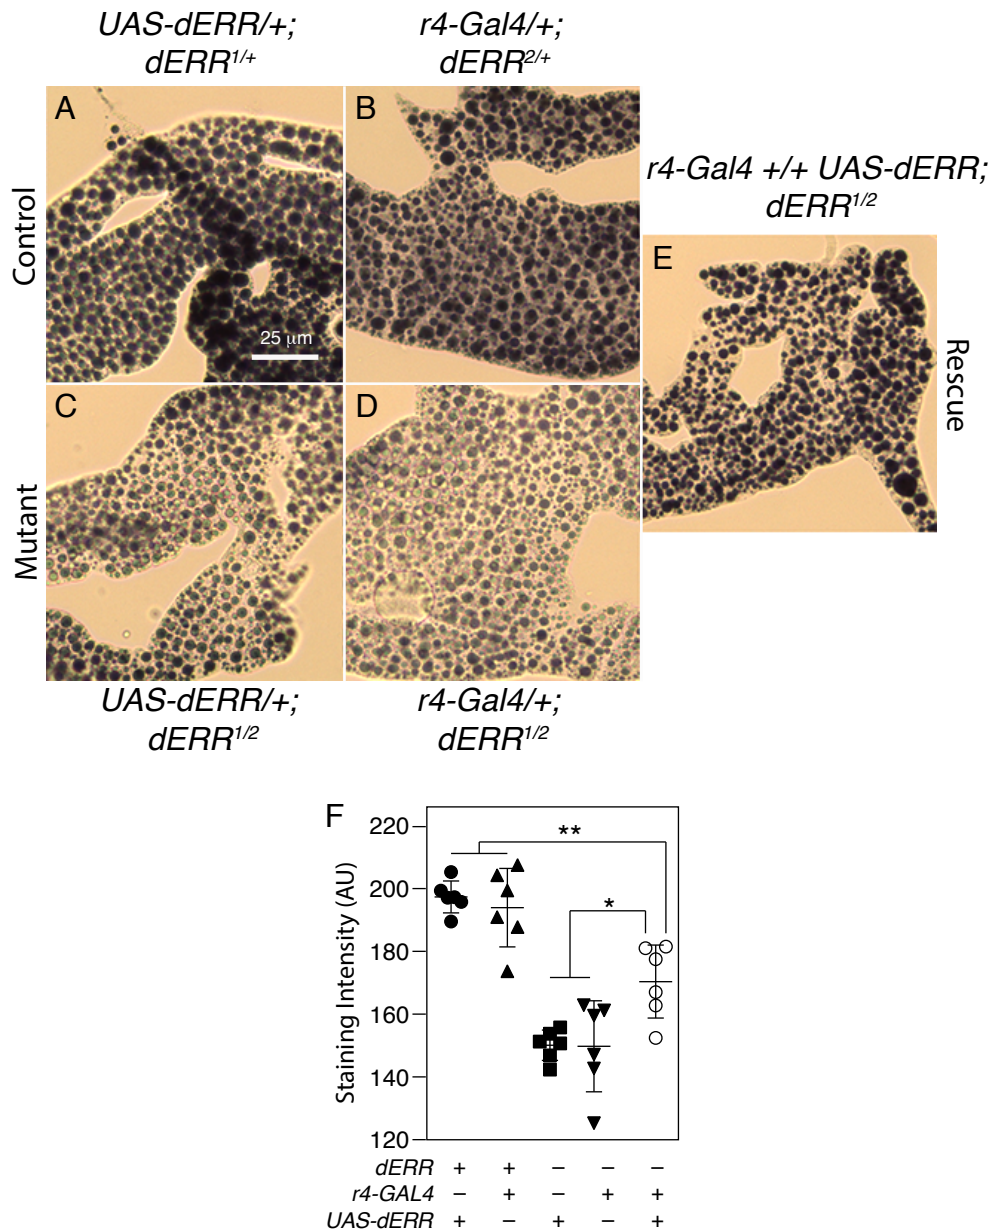

**Figure S4. Solvent Black 3 staining of control, *dERR* mutant, and *dERR* rescue larval fat bodies.** SB3 staining was used to measure TAG levels in the fat bodies of the heterozygous controls *r4-Gal4/+; dERR<sup>2/+</sup>* and *UAS-dERR/+; dERR<sup>1/+</sup>*, the *dERR* mutant controls *r4-Gal4/+; dERR<sup>1/2</sup>* and *UAS-dERR/+; dERR<sup>1/2</sup>*, and mutant larvae expressing the rescuing transgene in the fat body (*r4-Gal4 +/+ UAS-dERR; dERR<sup>1/2</sup>*). (A-E) Representative images of SB3 staining for each genotype. (F) Quantification of SB3 staining intensity in L2 fat bodies from heterozygous controls, mutant controls, and rescued larvae (*r4-Gal4 +/+ UAS-dERR; dERR<sup>1/2</sup>*). Scale bar in panel (A) applies to (B-E). Data analyzed using an ordinary ANOVA test followed by a Holm-Sidak test for multiple comparisons. \*  $P < 0.05$ . \*\*  $P < 0.01$ .

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S5

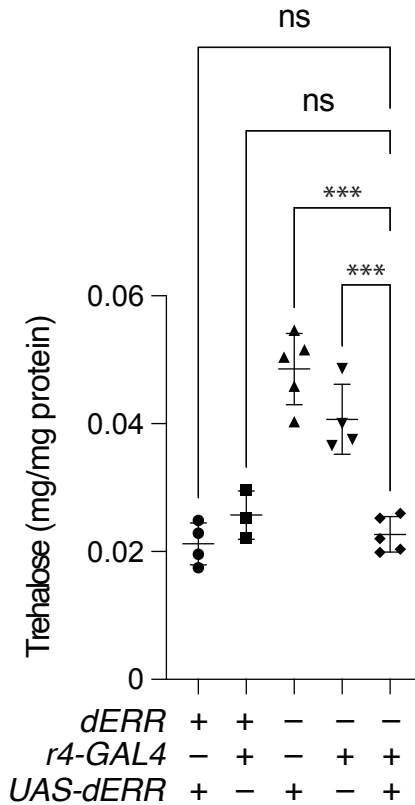

**Figure S5. dERR fat body activity regulates systemic trehalose levels.** Trehalose levels were quantified relative to soluble protein in whole body extracts from heterozygous controls *r4-Gal4/+; dERR<sup>2/+</sup>* and *UAS-ERR/+; dERR<sup>1/+</sup>*, the *dERR* mutant controls *r4-Gal4/+; dERR<sup>1/2</sup>* and *UAS-ERR/+; dERR<sup>1/2</sup>*, and mutant larvae expressing the rescuing transgene in the fat body (*r4-Gal4 +/+ UAS-dERR; dERR<sup>1/2</sup>*). Data analyzed using an ordinary ANOVA test followed by a Tukey's multiple comparison test. \*\*\**P*<0.001.

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Figure S6

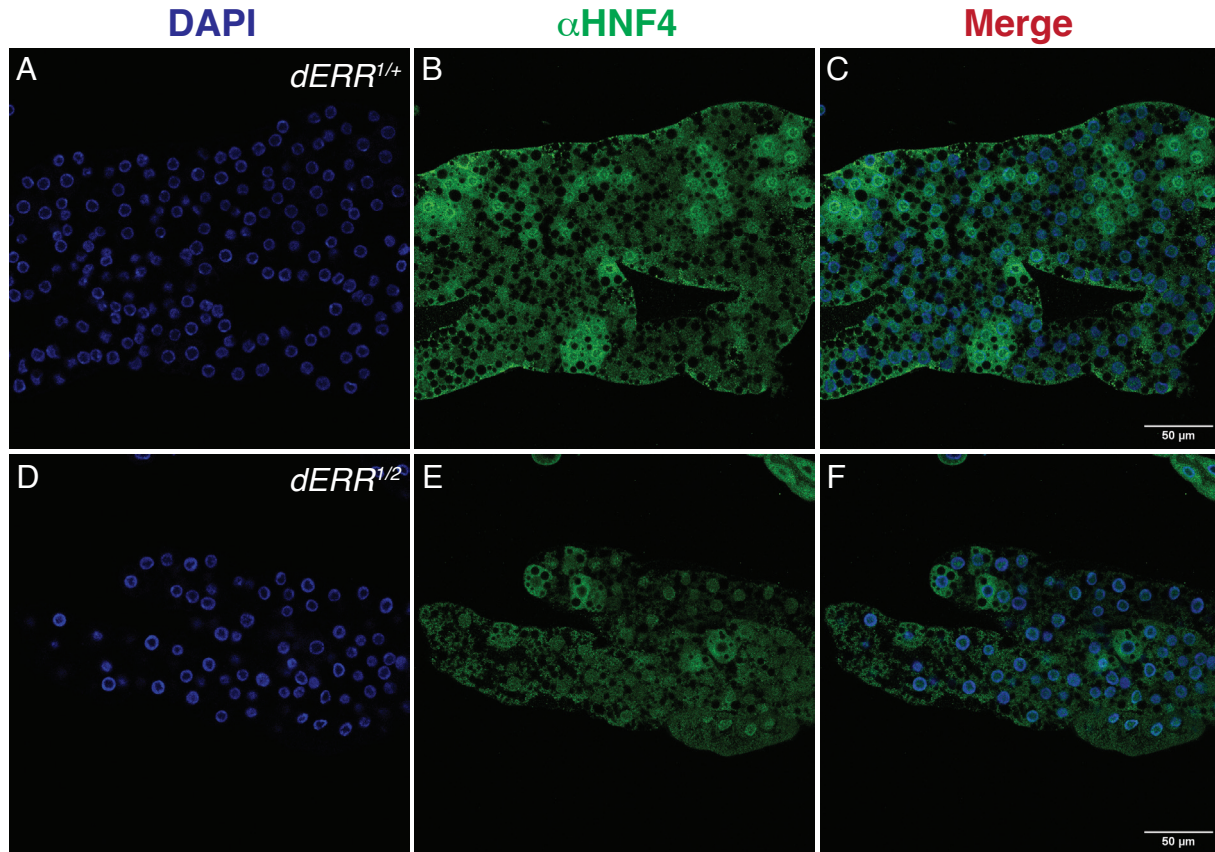

**Figure S6. dHNF4 protein expression in fat bodies from control and dERR mutants.** L2 larval fat bodies were isolated from (A)  $dERR^{1/+}$  heterozygous controls and (B)  $dERR^{1/2}$  mutants, fixed, and stained using (A,D) DAPI and (B,E) a previously described dHNF4 antibody (Palanker et al., 2009). The scale bar in panel (C) applies to (A) and (B). The scale bar in panel (F) applies to (D) and (E).

# Supplementary material for: The Drosophila estrogen-related receptor promotes triglyceride storage within the larval fat body
**Source:** J Lipid Res. 2025 Apr 25;66(6):100815. doi: 10.1016/j.jlr.2025.100815
**Supplement:** Supplemental Table and Figure Legends

**SUPPLEMENTAL FIGURE LEGENDS**

**Figure S1. A comparison of the lipidomic data from *ERR^1/2^* mutants and *ERR^1/+^* control samples using principal component (PC) analysis.** Targeted metabolomics data from Table S1 was analyzed using principal component analysis. Analysis was conducted using Metaboanalyst 6.0.

**Figure S2. dERR promotes larval TAG accumulation.** TAG levels were quantified relative to soluble protein in whole body larval extracts from *dERR^1/+^* heterozygous controls, *dERR^1/2^* mutants, and *dERR^1/Df^* mutants. For *dERR^1/Df^* mutants the *dERR^1^* allele was placed in trans to the deficiency *Df(3L)Exel6112*. Data analyzed using an ordinary ANOVA test followed by a Holm-Sidak test for multiple comparisons. ** *P*<0.01. ****P*<0.001.

**Figure S3.** **Negative control staining for Figure 2F-H.** Fat bodies from *w^1118^* mid-L2 larvae were stained with αFlag antibody and DAPI. Scale bar in panel (A) applies to (B) and (C).

**Figure S4. Solvent Black 3 staining of control, *dERR* mutant, and *dERR* rescue larval fat bodies.** SB3 staining was used to measure TAG levels in the fat bodies of the heterozygous controls *r4-Gal4/+*; *dERR^2/+^* and *UAS-ERR/+*; *dERR^1/+^*, the *dERR* mutant controls *r4-Gal4/+*; *dERR^1/2^* and *UAS-ERR/+*; *dERR^1/2^*, and mutant larvae expressing the rescuing transgene in the fat body (*r4-Gal4 +/+ UAS-dERR*; *dERR^1/2^*). (A-E) Representative images of SB3 staining for each genotype. (F) Quantification of SB3 staining intensity in L2 fat bodies from heterozygous controls, mutant controls, and rescued larvae (*r4-Gal4 +/+ UAS-dERR*; *dERR^1/2^*). Scale bar in panel (A) applies to (B-E). Data analyzed using an ordinary ANOVA test followed by a Holm-Sidak test for multiple comparisons. ** *P*<0.01. ****P*<0.001.

**Figure S5. dERR fat body activity regulates systemic trehalose levels.** Trehalose levels were quantified relative to soluble protein in whole body extracts from heterozygous controls *r4-Gal4/+*; *dERR^2/+^* and *UAS-ERR/+*; *dERR^1/+^*, the *dERR* mutant controls *r4-Gal4/+*; *dERR^1/2^* and *UAS-ERR/+*; *dERR^1/2^*, and mutant larvae expressing the rescuing transgene in the fat body (*r4-Gal4 +/+ UAS-dERR*; *dERR^1/2^*) . Data analyzed using an ordinary ANOVA test followed by a Tukey’s multiple comparison test. ****P*<0.001.

**Figure S6. dHNF4 protein expression in fat bodies from control and dERR mutants.** L2 larval fat bodies were isolated from (A) *dERR^1/+^* heterozygous controls and (B) *dERR^1/2^* mutants, fixed, and stained using (A,D) DAPI and (B,E) a previously described dHNF4 antibody (Palanker et al., 2009). The scale bar in panel (C) applies to (A) and (B). The scale bar in panel (F) applies to (D) and (E).

**Figure S7. R scripts used to conduct the RNA-seq processing and RNA-seq analysis.**

**Supplemental Tables**

**Table S1.** Lipidomic analysis of *dERR^1/2^* mutants compared with *dERR^1/+^* heterozygous controls. Samples were collected 60-hours after egg laying (mid L2). Each sample consisted of 20 larvae. Concentrations listed as pmol/mg.

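Supplemental Table S1 lists lipid concentrations in 10 extracts of whole larvae, 5 of *dERR* mutants and 5 of heterozygous controls, normalized by the authors to internal standards and then to tissue mass. Acylcarnitines are fatty acids bound to the carnitine that carries them into mitochondria. The 22 acylcarnitines listed were compared by a two-sided exact permutation test of the difference in mean log10 concentration. The test has 252 permutations and 0.0079 as its smallest possible p-value. After Benjamini-Hochberg adjustment over the 22 tests, 9 acylcarnitines were lower in mutants and 0 were higher. Each of the 9 had an adjusted p of 0.0194 from the exact permutation test, with every mutant extract below every control extract. The largest fall was that of ACar 14:0, from 22.2 ± 3.66 pmol/mg in controls to 6.12 ± 2.11 pmol/mg in mutants (SD, n = 5), or 27.6% of the control mean. ACar 16:0 fell from 16.4 ± 3.54 to 7.80 ± 1.91 pmol/mg and ACar 18:1 from 25.4 ± 5.33 to 16.4 ± 4.29 pmol/mg. ACar 18:0 was at 7.91 ± 1.75 pmol/mg in controls and 7.67 ± 1.24 pmol/mg in mutants (exact permutation p = 0.86). ACar 26:1 had the largest rise, from 0.203 ± 0.0507 to 0.346 ± 0.0951 pmol/mg, and its adjusted exact permutation p of 0.0537 did not pass 0.05.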

**Table S2.** A list of lipids that exhibit significant changes in *dERR^1/2^* mutants compared with ERR^1/+^ heterozygous controls (absolute FC>2, adjusted *P*<0.1).

**Table S3.** A list of lipids that exhibit significant changes in *dERR^1/2^* mutants compared with *dERR^1/+^* heterozygous controls (absolute FC>1.5, adjusted *P*<0.05).

**Table S4.** RNAseq analysis comparing gene expression in the whole bodies of *dERR^1/2^* mutants with *dERR^1/+^* heterozygous controls. Larvae were collected 60-hours after egg laying (mid L2).

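Each gene of supplemental Table S4 has a log2 fold change shrunken by apeglm and an s-value, which bounds the share of calls with a wrong sign or a change smaller than the one tested. Among the genes past limma's treat threshold in whole animals, the largest falls were those of *Lsp1gamma* (log2 fold change −11.05, standard error 1.66, limma adjusted p = 0.0031), *Alp7* (−9.59), *Osi6* (−8.71), *CG46316* (−8.58) and *CG3108* (−8.56). *Lsp1gamma* (FBgn0002564, 3L from 66430 to 68995) went from 11.01 ± 0.79 in control to −0.04 ± 1.27 in mutant whole animals (log2 values, SD, n = 3), and *Alp7* (FBgn0034710) from 8.88 ± 0.32 to −0.71 ± 1.55. The largest rises were those of *Dnaaf3* (log2 fold change 5.68, standard error 0.34, adjusted p = 3.6e-06), *snoRNA:U3:9B* (4.39), *CG6296* (4.08), *asRNA:CR45190* (4.06) and *CG4269* (3.55). *Dnaaf3* rose from −1.22 ± 0.02 to 4.46 ± 0.48 and *snoRNA:U3:9B* from −0.31 ± 0.75 to 4.08 ± 0.31. Both had almost no signal in controls, where the standard error here holds no counting error. For *Dnaaf3* the paper's own standard error is 2.65. The 10 genes named here were ranked only among genes with every mutant sample on the same side of every control sample.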

**Table S5.** RNAseq analysis comparing gene expression in fat bodies isolated from *dERR^1/2^* mutants with *dERR^1/+^* heterozygous controls. Larvae were collected 60-hours after egg laying (mid L2).

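In fat bodies, the largest rises past limma's treat threshold were those of *Alp4* (FBgn0016123, from 2.69 ± 0.36 in controls to 12.12 ± 0.65 in mutants, log2 values, SD, n = 3), *Ugt37A3* (log2 fold change 9.29), *fiz* (8.08), *CG46460* (7.81) and *CG7142* (7.70). The log2 fold change of *Alp4* was 9.43 (standard error 0.29, limma adjusted p = 1.5e-08), while in whole animals, where its level was 11.69 in both genotypes, it had an adjusted p of 1.0. The largest falls were those of *Lsp1gamma* (log2 fold change −10.45, standard error 1.66, adjusted p = 0.0010), *CG1979* (−7.88), *Daao2* (−7.63), *Sodh-1* (−7.36) and *CG8665* (−7.06). The control fat bodies differed widely in *Lsp1gamma*, at 10.21 ± 4.38, and the mutants were at −0.25 ± 0.12. With each sample left out in turn, its log2 fold change ranged from −11.76 to −7.93. The ranking of rises and falls covered only genes with every mutant sample on the same side of every control sample.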

**Table S6.** Genes that are significantly down-regulated in either Table S4 (*dERR* mutant RNA-seq; whole body) or Table S5 (*dERR* mutant RNA-seq; fat body) are listed according to whether they are down-regulated in only whole animal samples, only fat body samples, or in both sample sets. All genes listed displayed a log2 fold change<-1 and a sval<0.005.

**Table S7.** Genes that are significantly up-regulated in either Table S4 (*dERR* mutant RNA-seq; whole body) or Table S5 (*dERR* mutant RNA-seq; fat body) are listed according to whether they are down-regulated in only whole animal samples, only fat body samples, or in both sample sets. All genes listed displayed a log2 fold change>1 and a sval<0.005.

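Of the 226 genes that the paper lists as lower in fat bodies in supplemental Table S6, 225 were among the genes tested here, all with a negative log2 fold change, and 136 of them passed limma's treat threshold. Of the 269 genes that supplemental Table S7 lists as higher in fat bodies, 267 were tested, all had a positive log2 fold change, and 165 passed the threshold. In whole animals, 82 of the 148 genes that the paper lists as lower and 10 of the 22 that it lists as higher passed. The threshold was also passed by 7 lower and 12 higher genes in fat bodies, and 30 lower and 2 higher genes in whole animals, that are not in these lists.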

**Table S8.** PANGEA analysis of significantly down-regulated genes (log2 fold change≤-1 and a sval<0.005) in the fat body of *dERR^1/2^* mutants as compared with *dERR^1/+^* heterozygous controls (see Table S5). PANGEA default settings (FlyBase signaling pathway; SLIM2 GO BP) were used to analyze for enrichment. Only Gene Set IDs with a *P-*value of less than 0.1 are included in the table.

**Table S9.** PANGEA analysis of significantly up-regulated genes (log2 fold change≤-1 and a sval<0.005) in the fat body of *dERR^1/2^* mutants as compared with *dERR^1/+^* heterozygous controls (see Table S5). PANGEA default settings (FlyBase signaling pathway; SLIM2 GO BP) were used to analyze for enrichment. Only Gene Set IDs with a *P-*value of less than 0.1 are included in the table.

**Table S10.** Expression of genes encoding beta-oxidation enzymes in *dERR* mutants.

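Of the 25 genes of supplemental Table S10, 13 were lower and 4 higher in mutant fat bodies at a limma adjusted p-value under 0.05 over all genes tested, and 16 were lower and 5 higher when the Benjamini-Hochberg adjustment covered the 25 genes alone. *CG10814* (FBgn0033830, 2R from 13375975 to 13377731) had the largest rise, from 8.61 ± 1.54 in control to 13.00 ± 0.07 in mutant fat bodies (log2 values, SD, n = 3), a log2 fold change of 4.39 (standard error 0.60, adjusted p = 0.00038). *AcCoAS* rose by 0.88 (adjusted p = 0.0029), *Acox57D-d* by 0.63 (adjusted p = 0.0020) and *CG7461* by 0.58 (adjusted p = 0.00020). *CG5321* fell by 1.80 (standard error 0.28, adjusted p = 0.00093), *CG4389* by 0.85 (adjusted p = 0.00013), *CG4335* by 0.76 (adjusted p = 0.0034) and *CG1041*, listed as *CRAT* in the deposited table, by 0.69 (adjusted p = 0.0058). *CG6295* and *CG2772* had low values in control fat bodies, at −0.01 ± 0.02 and −0.46 ± 0.01. The sign of their fold changes there changed with quantile normalization. In whole animals, 0 genes of the list were lower over all genes tested, and 4 were lower at an unadjusted p under 0.05. Over the list alone 2 were lower, *yip2* and *CG2107*, listed as *CPT2*. *AcCoAS* was higher in whole animals (log2 fold change 1.07, adjusted p = 0.0037). With limma's array weights, the setting that moved this count most, 6 genes of the list were lower in whole animals.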

**Table S11.** A comparison of genes located within 1 kb of dERR and 10 kb of dHNF4 binding sites. The dERR binding sites were identified in Beebe et al 2020. The dHNF4 binding sites were identified in Barry and Thummel 2016. Four genes were found in common between the two studies.

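Of the genes that supplemental Table S11 lists near dERR binding sites, 98 were tested here, and 16 of them were lower in mutant fat bodies past limma's treat threshold, against 127 of the other 9971 genes (Fisher's exact test, two-sided, odds ratio 15.1, p = 4.1e-13, Benjamini-Hochberg adjusted p = 1.5e-12). In whole animals 15 of the 98 genes were lower, against 97 of the others (Fisher's exact test, odds ratio 18.4, p = 1.6e-13, adjusted p = 7.2e-13). Of the 118 genes tested that the table lists near dHNF4 binding sites, 2 were lower in mutant fat bodies, against 141 of the other 9951 genes (Fisher's exact test, odds ratio 1.20, p = 0.69, adjusted p = 1.0). In whole animals none of the 118 was lower. The dHNF4 sites come from a study of adults, and genes were assigned to them over a wider distance than to dERR sites. For dERR, the paper holds that chromatin of whole adults would probably miss targets specific to the fat body. These tests therefore cannot tell whether dHNF4 targets of the larval fat body fell.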

How the deposited data were processed for this re-analysis (not part of the article)

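Gene expression was measured by RNA-seq in 12 samples of L2 larvae, with 3 samples each of control fat bodies, mutant fat bodies, control whole animals and mutant whole animals. The authors made the deposited log2 values with the rlog function of DESeq2: transcript abundance was estimated with Salmon against a decoy-aware index of the BDGP6.46 assembly and Ensembl v110 annotation, summed to genes with tximport, divided by each sample's size factor, and shrunk toward each gene's mean over all samples with genotype and tissue in the design. These steps could not be repeated from the deposited values, and no further normalization was applied. Counts and the depth of each sample are unknown from these values, so the precision given is that of the replicates alone.

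The values were compared in R 4.3.3 with limma 3.58.1, which was used because the values are on a log2 scale and are not counts. The 10069 genes with a mean of at least 3.32 (the log2 of 10) in at least 1 of the 4 groups were tested, in one linear model of all 12 samples with one mean per group and a variance trend over expression. Genes were counted as changed in a tissue when limma's treat test against a log2 fold change of 1 gave a Benjamini-Hochberg adjusted p-value under 0.05. The paper used an s-value under 0.005 from apeglm, which has no equivalent in limma. Single genes, the counts of listed genes and the interaction of genotype and tissue were tested against no change with limma's moderated test and the same adjustment. All adjusted p-values of single genes come from limma, and 3 samples against 3 allow no two-sided exact permutation p-value under 0.1. The same model was tested on simulated data of 10069 genes with known changes. It recovered 150 of the 200 genes changed in fat bodies with 9 false calls, 155 of the 200 genes changed in whole animals with 0 false calls, and 325 of the 400 interaction genes with 29 false calls. The false share was 5.66% of calls in fat bodies and 8.19% for the interaction, above the 0.05 aimed at. All simulated changes were larger than the treat threshold and all other genes had none. The simulation therefore does not show how genes with changes near the threshold are called.

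The genes named are every gene the paper names in its Results, in Fig. 5 or in supplemental Table S10, *ERR* and *Hnf4*, the genes of supplemental Table S11 near sites of both receptors, and in each tissue the 5 largest rises and 5 largest falls past the treat threshold whose 3 mutant values all lie on one side of the 3 control values, apart from a gene that is not reported here. Genes outside this rule are named with a remark that they were chosen after their values were seen. Positions come from the Ensembl 115 annotation of the BDGP6.54 assembly, which gives a position for 24092 of the 24134 genes listed. Gene lists from Fig. 5, supplemental Table S10 and supplemental Table S11, genes with symbols of cuticle protein and related families (such as *Twdl* and *Osi*), ecdysone response genes and chromosome 3 genes were compared with the other genes tested by two-sided Fisher's exact tests, adjusted over 18 tests. The Hallmark, Reactome and PANGEA sets were not used here. Principal components were computed over all genes of the table, centred and not scaled. The acylcarnitines of supplemental Table S1 were compared with SciPy 1.17.1 by two-sided exact permutation tests of log10 concentration, 5 extracts against 5. Other lipids of that table were not analysed here, apart from a count of ceramides, and neither were the staining, enzymatic and reporter assays.

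The alternatives tried were no filter on low values, a filter at the log2 of 50 (5.64), each tissue fitted alone, limma's array weights, no variance trend, each sample centred on its median, quantile normalization within each tissue, an adjusted p-value under 0.005, limma's test against no change with and without a fold change limit, the replicate number as a block in whole animals, and leaving out each sample in turn. For the principal components, the genes that pass the filter, the 500 genes with the highest variance and scaling of each gene were tried. Figures were drawn with matplotlib 3.10.9.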

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

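Of the tests below, the search for other tissues in the mutant fat bodies, the median and mean of the ecdysone response genes and the comparison of ceramides in control extract 10 were chosen only after the result was seen.

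The change between mutants and controls differed between fat bodies and whole animals for 1032 genes (limma interaction test, Benjamini-Hochberg adjusted p under 0.05; 2326 genes at an unadjusted p under 0.05). When the samples of each tissue were regrouped, 4 of the 80 combinations of splits gave as many interaction genes as the real groups, which does not set the count apart from regrouping at a share of 0.05. All 4 kept the real fat body groups, which 8 of the 80 combinations do, and 2 of them kept the real whole animal groups as well; one of these, with mutants and controls exchanged in one tissue, gave 1915. Without the real fat body groups the highest count was 141. The count therefore rests on the genotypes of the fat body samples, and the regrouping cannot show how much the whole animal groups add to it. Normalization was weighed as a technical explanation, and of the 2 other normalizations tried the one that moved the count most gave 955 genes. The exonic length of the interaction genes had a median of 2104 bp against 2087 bp for the other genes (two-sided permutation p = 0.804). Depth per sample, GC content and reads shared between paralogs were not tested, since the values hold no counts.

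A further explanation for the difference is that fat body RNA makes up a small part of the RNA of a whole animal, so that a change in fat bodies is diluted. Among the 143 genes lower in mutant fat bodies, the change in whole animals was more negative where the control level in fat bodies was higher relative to whole animals (Spearman rho −0.379 across genes, permutation p = 1e-04, the smallest that 10000 permutations can give). The control level in whole animals enters both quantities, which by itself would give a positive rho. The rho of 0.413 among the 177 higher genes has that sign and is therefore not read as dilution. Genes are not independent replicates. The relation among lower genes is consistent with dilution, so for a gene unchanged in whole animals the interaction cannot be told apart from dilution, and no biological difference between tissues is claimed from it.

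Among the glycolytic genes, the interaction (the log2 fold change in fat bodies minus that in whole animals) was past the limma adjusted p-value of 0.05 for 5 of 13. It was −1.41 for *Pgi*, −1.87 for *Tpi*, 0.70 for *Pglym78*, 1.34 for *Pyk* and 2.65 for *Ldh*. Over 18 alternatives the threshold was lost in 12 for *Ldh* and in 7 for *Pglym78*. *Pyk* rose in mutant fat bodies and fell in mutant whole animals, which dilution alone does not give. *Ldh* was low in fat bodies of both genotypes, where the shrinkage of the deposited values acts most, and its interaction was not tested against that.

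Of the 25 genes of supplemental Table S10, 10 had an interaction past the same threshold. It was −3.65 for *yip2*, −2.80 for *CG12262*, −2.44 for *CG3902*, −1.47 for *whd*, −1.09 for *CG6543*, −0.96 for *scu*, −0.69 for *CG4389*, −0.57 for *CG17597*, 0.61 for *CG7461* and 0.66 for *Acox57D-d*, and the threshold was lost in 12 of 18 alternatives for *CG17597* and in 3 for *Acox57D-d*. Among the genes of Fig. 5C it was 2.43 for *qless*, 1.59 for *Fpps*, 1.56 for *Hmgs* and −1.52 for *Acat1*, each past the threshold. The changes of *qless* had opposite signs in the 2 tissues, each with an adjusted p under 0.05, which dilution alone does not give either. Among the genes that supplemental Table S11 lists for both receptors, *cbt* passed at 1.99.

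Most of the genes with the largest changes in each tissue also had an interaction past the threshold. It was not passed by *Lsp1gamma*, among the largest falls in both tissues (0.59, adjusted p = 0.92), *CG1979* (−3.98, adjusted p = 0.056), *Osi6* (6.48, adjusted p = 0.061), *snoRNA:U3:9B* (−2.05, adjusted p = 0.053) or *asRNA:CR45190* (3.02, adjusted p = 0.051). The interaction was 9.43 for *Alp4*, 7.94 for *Ugt37A3*, 7.35 for *fiz*, 7.05 for *CG46460* and 5.20 for *CG7142*, all with large rises in mutant fat bodies. It was −6.05 for *Daao2*, −5.21 for *CG8665* and −3.57 for *Sodh-1*, with large falls there. Among the genes with the largest changes in whole animals it was 8.68 for *Alp7*, 7.23 for *CG3108*, 6.98 for *CG46316*, −4.21 for *CG6296*, −2.11 for *Dnaaf3* and 2.12 for *CG4269*. The interaction of *CG46316* lost the threshold in 12 of 18 alternatives. The group means of *CG6296*, *Alp7*, *CG46316* and *CG3108* in fat bodies of both genotypes, and those of *CG46460* in whole animals of both genotypes, were under 1 and near the lowest values of the table, so their interactions partly measure in which tissue the gene is expressed. To test whether other tissues carried along with the mutant fat bodies could give the rises there, marker lists of midgut, muscle, neurons, hemocytes, gonads and Malpighian tubules were compared, and 0 of the 6 lists was higher in all 3 mutant than in all 3 control fat body samples. Expression of these genes by fat body cells of the mutants remains as a hypothesis, with dilution as above for the genes unchanged in whole animals.

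A group that the paper does not discuss, genes selected by symbols of cuticle protein and related families, held many genes that fell in mutant whole animals, although its median log2 fold change was 0.0085, against 0.0096 for the other genes. Of 96 such genes tested, 18 were lower past limma's treat threshold, against 94 of the other 9973 (Fisher's exact test, two-sided, odds ratio 24.2, p = 1.1e-17), and 0 were higher past it, with 12 higher at an unadjusted p under 0.05. At an adjusted p under 0.05 against no change, 24 were lower and 3 higher. The symbols also select 13 *Osi* genes, with 7 of the 18 lower genes, and *Cpr*, which encodes a P450 reductase. Without these, in an alternative chosen after seeing the data, 11 of 82 were lower (odds ratio 15.1, Fisher's exact test, p = 1.4e-09) and the median was 0.21. Centring each sample on its median gave 18 lower genes and quantile normalization 16. In fat bodies 1 of the 96 was lower. In whole animals, 1 of the 4 comparable splits, the real one, gave as many, and 0 genes was the highest count among the other 3; 4 splits cannot give a share under 0.05. The other 6 splits of these samples keep 2 pairs of samples with the same replicate number together and gave no such gene. Cuticle genes change through the molt cycle, and a difference in stage between mutants and controls would also be expected to move ecdysone response genes. Of 13 of these, 0 passed the treat threshold in whole animals, 1 was lower at an adjusted p under 0.05, and 4 were lower at an unadjusted p under 0.05. As a group they were lower, with a median log2 fold change of −0.59 against 0.0098 for the other genes, and the mean of the list in each sample was 6.37 to 6.66 in mutant and 7.30 to 7.45 in control whole animals, where chance separates 3 samples from 3 in 10% of cases. The ecdysone list was written before the values were examined and after supplemental Tables S6 and S7 had been read. The count past the threshold cannot decide and the shift of the group is in the direction of a difference in stage, so the fall of the cuticle genes cannot be told apart from a difference in the stage of the larvae.

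In supplemental Table S1, control extract 10 lay far above the other 4 control extracts for 4 of the 22 acylcarnitines: 1.46 pmol/mg for ACar 15:0, 28.5 pmol/mg for ACar 16:1, 0.601 pmol/mg for ACar 17:0 and 34.6 pmol/mg for ACar 18:1. By chance, 2.2 of the 44 groups compared would hold such an extract. Extract 10 was the highest control for 17 of the 22 acylcarnitines. A scaling of the whole extract, such as an error in its mass, would raise other lipids too, and extract 10 was also the highest control for 14 of the 26 ceramides that could be read, where chance gives 5.2. This is consistent with a scaling of the extract. A biological difference of these larvae would give the same, and no test separated them. With extract 10 left out, which was chosen after seeing the data, 9 acylcarnitines were lower in mutants, as with it.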

How the results depend on the processing

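The filter, the model, the tests and thresholds, the gene lists and the alternatives were chosen before the data were examined, apart from leaving out single extracts of supplemental Table S1, leaving out single samples for the gene lists and narrowing the list of cuticle genes, which were chosen after seeing the data.

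The number of genes past the treat threshold was 320 in fat bodies and 124 in whole animals. With each of the 12 samples left out in turn it ranged from 289 to 328 and from 88 to 149. Fitting each tissue alone gave 166 genes in fat bodies, 165 of them among the 320, and 166 in whole animals, 111 of them among the 124. Array weights gave 197 in whole animals, with all 124 among them. An adjusted p-value under 0.005 gave 185 and 70 genes. Testing against no change and requiring a log2 fold change of at least 1 gave 985 and 259, and testing against no change alone gave 2242 and 331. The other alternatives kept both counts within 1.5 times. Genes past the threshold in both tissues numbered 25, from 19 to 26 without single samples, 16 at an adjusted p-value under 0.005, and 70 and 134 with the tests against no change. The interaction count of 1032 ranged from 686 to 1334 without single samples and fell to 329 at an adjusted p-value under 0.005; the other alternatives kept it within 1.5 times. Fitting each tissue alone leaves the fold changes as they are and alters only the variance given to each gene. The cause of the other shifts was not tested.

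With the replicate number as a block in whole animals fitted alone (replicate block), 166 genes passed the treat threshold, 98 of them among the 124 of the model of all samples. Whole animals fitted alone without the block also gave 166, with 111 among the 124, so the block itself did not change the count. After subtracting group means, samples with the same replicate number had a mean correlation across genes of −0.065, against 0.032 for samples with different numbers, so the numbers showed no sign of pairing.

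Glycolytic genes lower in mutants numbered 10 or 11 in fat bodies and 12 in whole animals under every alternative run. β-Oxidation genes lower in fat bodies ranged from 11 to 16. In whole animals 0 were lower, and 0 to 2 without single samples, but fitting each tissue alone gave 3, array weights 6, quantile normalization 1 and the replicate block 2.

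The first principal component held 83.7% to 85.9% of the variance without single samples, 87.7% over the genes that pass the filter, 95.5% over the 500 most variable genes and 51.3% with scaled genes. The second held 3.64% to 4.60% without single samples, 2.11% over the 500 most variable genes and 11.2% with scaled genes.

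For the gene lists, the excess of glycolytic, β-oxidation, dERR-bound and cuticle genes given with their tests kept its direction and side of the threshold without a filter and without any single sample. The odds ratio of chromosome 3 genes in whole animals, 1.53, ranged from 1.26 to 1.66 without single samples and lost the threshold in 6 of 12 such fits, each of which left out a whole animal sample (p from 0.0029 to 0.25 over all alternatives). In fat bodies, where the test was not past the threshold, the odds ratio was 0.96 for chromosome 3 and crossed 1 in 3 fits (0.830 to 1.08), and that of cuticle genes was 0.729 and crossed 1 in 1 fit (0.646 to 1.43). Acylcarnitines lower in mutants numbered 9 to 13 without single extracts and 11 without the log.

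For single genes, 146 values were recomputed 2793 times in all: 2664 kept their direction and side of the threshold, 58 lost the threshold, 37 gained it and 34 changed direction. The changes of direction fell on 13 values, none past the threshold. Quantile normalization gave a log2 fold change of 0.079 for *Hex-C* in fat bodies, 0.079 for *Lip3* in whole animals, 0.026 for *CG6295* and 0.0036 for *CG2772* in fat bodies, 0.0099 for *colt*, 0.016 for *CG4598* and 0.026 for *Acox57D-d* in whole animals, and 0.0039 for *Hnf4* in fat bodies. Centring each sample on its median gave 0.020 for *CG9527*, 0.0016 for *Acox57D-d* and 0.0035 for *scu* in whole animals. Without single samples, *Hex-C* ranged from −0.32 to 0.12 and *Hnf4* from −0.18 to 0.13 in fat bodies. In whole animals *Lip3* ranged from −0.37 to 0.26, *whd* from −0.19 to 0.0045, *CG4598* from −0.11 to 0.017, *CG9527* from −0.10 to 0.10, *Acox57D-d* from −0.075 to 0.046, *scu* from −0.10 to 0.019, *Thiolase* from −0.15 to 0.018 and *Hnf4* from −0.036 to 0.041.

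The depth of the samples is unknown from the deposited values, so for weakly expressed genes such as *Ldh* in fat bodies the error covers the spread between replicates and not the counting error.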

Differences from the paper's values

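Of 111 values compared with the paper's, 12 differed, 5 of them counts and 7 of them log2 fold changes.

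The paper reports 40 genes changed in both tissues, and 25 were found here. With limma's array weights the count was 36, within 1.5 times the paper's, which is taken here as closing the gap for a count; none of the other alternatives set before the data were examined closed the gap. Of these genes the paper lists 31 as lower in both tissues, against 19 here, and array weights gave 27. The other alternatives did not close this gap.

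In fat bodies the paper lists 226 genes as lower, against 143 here. The gap closed with quantile normalization (153), without control replicate 6 (158), without mutant replicate 1 (161) and without mutant replicate 4 (157), and stayed with the other alternatives. The paper lists 269 genes as higher, against 177 here; quantile normalization (182) and leaving out control replicate 7 (188) closed the gap and the other alternatives did not. In whole animals the paper lists 22 genes as higher, against 12 here. Fitting each tissue alone (17), array weights (20) and the replicate block (16) closed the gap, and the other alternatives did not. Testing against no change with a log2 fold change of at least 1, in place of the treat test, called 467 genes lower and 518 higher in fat bodies, which hold 219 of the 226 and 262 of the 269 genes the paper lists. In whole animals it called 211 lower, with 123 of the paper's 148, and 48 higher, with 18 of the paper's 22.

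For *Daao2* in fat bodies, the paper's log2 fold change is −9.34 and the value here was −7.63. Without control replicate 5 it was −8.45, within the paper's stated standard error of 1.38; no other alternative set before the data were examined closed the gap.

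In supplemental Table S10, the paper's log2 fold change of *CG6295* in fat bodies is −0.0136, against −0.14 here, and that of *CG2772* is −0.0114, against −0.13 here. Leaving out mutant replicate 4 closed both gaps (−0.08 and −0.07). Quantile normalization came nearer to the paper's values, at 0.026 for *CG6295* and 0.0036 for *CG2772*, with the opposite sign, which is not taken here as closing a gap. The other alternatives did not close them. For *CG4335* in fat bodies Table S10 gives 5.12 as the paper's value, against −0.76 here. The paper's supplemental Table S5 gives −0.71 for the same gene and tissue. For *CG1041* in fat bodies Table S10 gives −0.0304, against −0.69 here and −0.67 in the paper's Table S5, and in whole animals it gives 0.203, against −0.16 here. For *CG4389* in fat bodies Table S10 gives −0.107, against −0.85 here and −0.84 in the paper's Table S5. None of the alternatives set before the data were examined closed the gaps for *CG4335*, *CG1041* and *CG4389*.

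Some statements of the paper also differ in gene or direction. The paper states that genes for every step of glycolysis were lower in mutant fat bodies. *Pyk*, which catalyses the step that Fig. 5A draws without a gene, was higher in fat bodies here (log2 fold change 0.48, limma adjusted p = 0.0058). Its adjusted p was 0.060 with each tissue fitted alone and under 0.05 in every other alternative run. Fig. 5B draws *CG4335* as higher in fat bodies; it was lower here, as above. The paper states that none of the genes bound by both receptors was differentially expressed in mutant fat bodies. Here *cbt* was higher (log2 fold change 2.52, limma adjusted p = 0.00016) and passed the treat threshold. The paper's supplemental Table S7 also lists *cbt*, so for this gene the text and table of the paper differ. *SCaMC* was lower here (log2 fold change −0.54, limma adjusted p = 0.011) without passing the treat threshold, and its adjusted p was 0.067 with array weights. The paper, like the treat test, tested against a log2 fold change of 1, so for *SCaMC* there is no conflict with its statement. The paper reports no significant change of *yip2* and *CG12262* in whole animals. Its test was against a log2 fold change of 1, while the adjusted p-values given here for these genes are against no change. Over all genes tested, neither passed an adjusted p-value of 0.05 in the model of all samples here, but some alternatives differed. The log2 fold change of *CG12262* was −0.44 with a limma adjusted p of 0.45, and the adjusted p was under 0.05 only with array weights (0.025, in a range from 0.025 to 0.85 over all alternatives). For *yip2* the log2 fold change was −0.73 with a limma adjusted p of 0.065, and with array weights, with each tissue fitted alone, with quantile normalization, with the replicate block, without fat body mutant replicate 2, without fat body mutant replicate 4 and without whole animal mutant replicate 1 the adjusted p was under 0.05, in a range from 0.00037 to 0.22 over all alternatives.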

Other observations

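Of the tests below, those on the age of the larvae for the second principal component and both tests on *Lsp1gamma* were chosen only after the result was seen.

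The counts of changed genes were compared with regroupings of the same samples. In fat bodies, 1 of the 10 splits of the 6 samples, the real one, gave as many genes past the treat threshold as the 320 found, and the highest other split gave 4. The same 1 of 10 held for the 11 glycolytic genes lower in mutants, the 13 β-oxidation genes, the 16 dERR-bound genes and the 2 dHNF4-bound genes. In whole animals, the real split was compared with the splits that also part all 3 pairs of samples with the same replicate number, 4 in all. There 1 of 4 gave as many genes past the threshold as the 124 found, with 1 gene in the highest other split, and 1 of 4 gave as many glycolytic genes (12), β-oxidation genes (1, *AcCoAS*, which was higher) and chromosome 3 genes (68). The other 6 splits part 1 pair each and gave 0 genes. Neither 10 nor 4 splits can give a share under 0.05. With the samples of both tissues split together, 1 of the 80 combinations gave as many genes changed in the same direction in both tissues as the 25 found, and no other gave any.

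Fat body control replicate 7 lay farther along the second principal component than the other control fat bodies and had a limma array weight of 0.246, against 0.920 and 0.832. Other tissues carried along in the dissection would move marker genes. Replicate 7 lay outside the range of the other 5 fat body samples for 3 of the 6 marker lists of other tissues, those of muscle, gonads and Malpighian tubules. Chance gives 2 of 6 with both directions counted. Contamination could only raise markers, and replicate 7 was the highest in all 3. It was at 7.56 against at most 6.34 for muscle, 5.97 against 5.25 for gonads and 1.89 against 1.56 for tubules. Chance alone would make it the highest in fewer lists than 2 of 6. With so few lists, contamination is neither shown nor ruled out. For sex, replicate 7 lay outside the range for 0 of the genes *roX1* and *roX2*, which are expressed in males. For age, its difference from control replicate 6 was compared with the difference of the mutants from control replicate 5, and Spearman's rho was 0.0864 across genes, where mutants that lag behind would give a negative value. Against the changes in whole animals, the same difference had a rho of −0.196. Replicate 7 was also above the other 5 fat body samples in the mean of the ecdysone response genes, 5.59 against 3.69 to 4.40, and above the other controls in *Lsp1alpha*, 10.97 against 3.97 and 3.34, and *Lsp1beta*, 17.82 against 12.81 and 14.10. An older sample would give these higher values, so the tests of age point in different directions and age is not ruled out. Replicate 7 had the highest mean of the fat body marker list, 10.3 against 7.29 and 7.23 in the other controls. Without it, 326 genes passed the threshold in fat bodies, 278 of them among the 320.

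Genes on chromosome 3, which carries *dERR*, were past the treat threshold in whole animals more often than others, with 68 of 4471 (1.52%) against 56 of 5598 (1.00%) (Fisher's exact test, two-sided, odds ratio 1.53, p = 0.0226, adjusted p = 0.0453). In fat bodies 139 of 4471 and 181 of 5598 genes were past it (Fisher's exact test, p = 0.73). A difference in genetic background between the chromosomes of mutants and controls may add to the changes in whole animals, but the excess lost the threshold in 6 of the 12 fits that each left out a sample, where the odds ratio was 1.26 at its lowest.

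Genes near dERR sites were lower in mutant fat bodies more often than other genes (Fisher's exact test, p = 4.1e-13). No such excess was found near dHNF4 sites (Fisher's exact test, p = 0.685). The dHNF4 sites come from adults, so this does not decide whether dHNF4 targets of the larval fat body fell. Of the 98 genes tested near dERR sites, 16 were lower and 5 higher past the treat threshold in fat bodies, where 177 of all 10069 genes tested were higher. In fat bodies these genes therefore did not move in one direction alone. In whole animals 15 of them were lower and 0 higher past the threshold, where 12 of all genes tested were higher. The list of dERR-bound genes holds glycolytic genes, and the test was not repeated without them.

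*Lsp1gamma*, a larval serum protein gene, had nearly no signal in the mutants of either tissue. It lies on 3L, so a strain difference at the locus is a candidate explanation beside the loss of dERR. Among genes within 50 kb, 0 others were tested, so this could not be decided. *Lsp* genes also rise with larval age. Of 4 values for *Lsp1alpha* and *Lsp1beta* in the 2 tissues, 1 was lower at a limma adjusted p under 0.05 (*Lsp1beta* in fat bodies, log2 fold change −4.64, adjusted p = 0.0116), and all 4 log2 fold changes were negative, from −4.64 to −1.99. The mean of the fat body marker list, which holds these genes, was 5.38 to 5.91 in mutant fat bodies and 7.23 to 10.3 in controls. Age, strain and genotype cannot be told apart for this gene.

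In the paper's supplemental Tables S8 and S9, the number of overlapping genes and the percentage given with it correspond to inputs of 504 and 556 genes. These are the paper's values. Supplemental Tables S6 and S7 list 226 and 269 genes for the same fat body comparisons.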
